# Autonomous STING signaling in Purkinje cells drives neurodegeneration independent of type I interferon

**DOI:** 10.1016/j.celrep.2025.116480

**Published:** 2025-10-29

**Authors:** Kun Yang, Miranda Dunn, Gustavo Torres-Ramirez, Nicole Dobbs, Vikram G. Shakkottai, Nan Yan

## Abstract

STING signaling is emerging as a critical component of neurodegenerative diseases. While microglial STING-type I interferon (IFN-I) signaling is well-established, the role of STING signaling in neurons remains unclear. Here, we show that the STING protein is expressed in Purkinje cells of the cerebellum. Selective activation of STING signaling only in Purkinje cells using a conditional constitutively active N153S allele results in progressive neuronal loss and cerebellar atrophy, astrogliosis, but no microgliosis, leading to severe motor impairments in mice. Surprisingly, Purkinje cell STING activation does not induce IFN-I response. IFN-I receptor (*Ifnar1*) knockout also does not mitigate Purkinje cell STING-mediated neurodegeneration. Electrophysiological analyses reveal that Purkinje cell STING signaling reduces autonomous firing, which is essential for pace-making and neuronal function. Together, these findings demonstrate the physiological significance of IFN-independent STING function in Purkinje neurons and highlight its divergence from microglial STING signaling.

## In brief

Microglial STING-type I interferon signaling is known to play a role in neuroinflammation and neurodegeneration. Yang et al. find that STING is also expressed in Purkinje neurons. STING activation dysregulates the autonomous firing and pace-making function of Purkinje neurons independently of interferon signaling, leading to neurodegeneration and cerebellar ataxia.

## INTRODUCTION

The cyclic guanosine monophosphate-adenosine monophosphate synthase (cGAS)-stimulator of interferon genes (STING) pathway is a crucial signaling pathway of the innate immune system, which mediates type I interferon (IFN-I) and inflammatory responses. This pathway has recently been implicated in various neurological diseases, and pharmacological inhibition of cGAS and STING is emerging as an attractive therapeutic strategy for treating neurodegeneration. In the brain, cGAS-STING activation mechanisms include aberrant exposure of mitochondrial or genomic DNA, which activates the cytosolic DNA sensor cGAS to produce cyclic guanosine monophosphate-adenosine monophosphate (cGAMP) that subsequently activates STING.^1–5^ Microglial cGAS-STING signaling plays an important role in neuroinflammation and neurodegeneration. However, how STING signaling causes neuronal loss and whether STING signaling in neuronal cells is also pathogenic remains largely unclear.

Studies of STING signaling in peripheral tissues have demonstrated that STING has both IFN-dependent and IFN-independent activities. In myeloid cells, including microglia, STING primarily drives IFN-I signaling, whereas in lymphoid cells and other cell types, STING signaling activities are largely IFN-independent and involve processes such as cell death, endoplasmic reticulum stress, autophagy, and proton channel function.^6–13^ The pattern of STING expression in different brain cell types, particularly non-glial cells, as well as STING signaling activities and physiological functions in neuronal cells, remain undefined. Here, we found endogenous STING expression in Purkinje cells, and STING activation selectively in Purkinje cells leads to drastic neuronal loss accompanied by movement disorder in mice. Genetic crossing reveals that neuronal STING signaling contributes to neurodegeneration independently of IFN-I. Electrophysiological studies reveal that IFN-independent STING activity disrupts Purkinje cell autonomous firing, which is essential for neuronal function and survival.

## RESULTS

### STING activation in Purkinje cells leads to severe neurological disease

We first comprehensively analyzed STING protein expression in the mouse brain by co-staining STING and well-defined neural cell markers in wild-type mice (Figures 1A, 1B, and S1A). *Sting1*^−/−^ mice were used as negative controls to ensure the specificity of STING staining. In the cerebral cortex and hippocampus, STING was highly expressed in IBA1^+^ microglia and undetectable in NeuN^+^ neurons (Figures 1A, S1B, and S1B). In the cerebellum, STING protein was readily detected in calbindin^+^ Purkinje cells (Figure 1B). Very few microglia were present in the healthy cerebellum. Of note, public single-cell RNA sequencing (RNA-seq) analysis of mouse brains showed *Sting1* mRNA expression only in microglia, with low to undetectable expression in all neuronal cells, including Purkinje cells (Figures S1C and S1D). Homeostatic STING protein levels can be regulated at multiple post-translational levels, such as degradation by proteasomes and lysosomes.^2,14,15^ Therefore, our immunohistochemical (IHC) staining of STING protein provides more reliable information about STING expression pattern in the brain.

In various neurodegenerative conditions, the accumulation of endogenous STING proteins and the activation of STING signaling in neurons, including Purkinje cells, have been documented in both mouse models and human postmortem brain tissues.^16,17^ We next investigated whether autonomous STING signaling activation in Purkinje cells would interfere with their function and lead to neurological disorders. To precisely activate STING signaling only in Purkinje cells while avoiding introducing other cellular defects, we utilized a conditional allele of the STING constitutively active mutant N153S, which activates STING signaling independently of ligand binding.^18^ We crossed *Sting1-N153S* conditional knockin mice under the control of LoxP-Stop-LoxP (LSL) cassette (named *N153S*^LSL^ thereafter) to *Pcp2-cre* mice, thereby inducing STING signaling selectively in Purkinje cells (Figure 1C). Tissue-specific expression of STING-N153S was confirmed by an increase in STING protein level in Purkinje cells, but not in microglia or other neurons (Figure 1D). We also observed the formation of STING puncta and an increase in p-STING and p-TBK1 in *N153S*^LSL/LSL^*Pcp2-cre* Purkinje cells, indicating activation of STING signaling in these neurons (Figures 1E, S2A, and S2B).

*N153S*^LSL/LSL^*Pcp2-cre* mice were born at the expected Mendelian ratio and were indistinguishable from their *N153S*^LSL/LSL^ littermates before weaning. *N153S*^LSL/LSL^*Pcp2-cre* mice began to exhibit defects in coordination and motor function at 2 months of age, as assessed by the beam walking test (Figure 1F). The motor defects of *N153S*^LSL/LSL^*Pcp2-cre* mice progressively deteriorated with age, as demonstrated in both beam walking and rotarod tests (Figures 1F and 1G; Videos S1, S2, and S3). By 12 months of age, *N153S*^LSL/LSL^*Pcp2-cre* mice showed severely impaired balance and could barely stand on a stationary rotarod (Figure 1G; Video S4). Collectively, these results suggest that STING protein is naturally expressed in Purkinje cells and that autonomous STING activation in Purkinje cells is sufficient to drive neurological disease.

### STING signaling in Purkinje cells leads to neurodegeneration

We performed histopathological analysis of *N153S*^LSL/LSL^*Pcp2-cre* brain to investigate the pathogenesis of the neurological disease. At 12 months of age, *N153S*^LSL/LSL^*Pcp2-cre* mice exhibited notable cerebellar atrophy and significantly reduced cerebellar volume compared to *N153S*^LSL/LSL^ littermates (Figures 2A and 2B). H&E staining showed progressive loss of Purkinje cells in *N153S*^LSL/LSL^*Pcp2-cre* mice starting at 2 months of age (Figure 2C). Immunofluorescence staining of calbindin further showed almost complete loss of Purkinje cells and shrunken cerebellum in 12-month-old *N153S*^LSL/LSL^*Pcp2-cre* mice (Figure 2D). We also observed an anterior-to-posterior gradient in Purkinje cell degeneration of *N153S*^LSL/LSL^*Pcp2-cre* mice, with the majority of Purkinje cells lost in the anterior lobe by 3 months of age, whereas more than half remained in the posterior lobe (Figure S3A). Immunostaining of cleaved Caspase 3 showed that Purkinje cells underwent apoptosis in the *N153S*^LSL/LSL^*Pcp2-cre* cerebellum (Figure 2E). Additionally, we observed reduced density of granule cells in 12-month-old but not young (<3 months) *N153S*^LSL/LSL^*Pcp2-cre* mice (Figures S3B, S3C, and 2C), suggesting that granule cell loss is likely a secondary pathology. Both cleaved Caspase 3 and TUNEL staining showed cell death in both the granule cell layer and the molecular layer in 12-month-old *N153S*^LSL/LSL^*Pcp2-cre* mice (Figures S3D and S3E). These results suggest that cell-autonomous STING signaling in Purkinje cells leads to neuronal cell death and neurodegeneration.

### Ablation of IFN-I does not prevent STING-mediated neurodegeneration

IFN-I and inflammatory responses are well-characterized downstream effector functions of STING signaling. To assess their activation, we first measured the mRNA expression levels of IFN-stimulated genes (ISGs), inflammatory cytokines, and chemokines in bulk cerebellar tissues from *N153S*^LSL/LSL^*Pcp2-cre* and *N153S*^LSL/LSL^ mice. Surprisingly, we did not observe any induction of IFN or ISGs in *N153S*^LSL/LSL^*Pcp2-cre* cerebella (Figure 3A). However, a number of inflammatory cytokines and chemokines were significantly upregulated in *N153S*^LSL/LSL^*Pcp2-cre* cerebella (Figure 3A). Damage or degeneration of Purkinje cells typically triggers reactive proliferation of Bergmann glia, which are regionally specialized radial astrocytes that support neuronal function in the cerebellum. ^19^ Immunostaining of the astrocyte marker GFAP showed increased astrogliosis in *N153S*^LSL/LSL^*Pcp2-cre* cerebellum beginning at 2 months of age (Figure 3B). Immunostaining of the microglia marker IBA1 did not reveal a significant difference in the number of microglia between the two genotypes (Figure S4A), although *N153S*^LSL/LSL^*Pcp2-cre* exhibited more CD68^+^ activated cells in the cerebellum than *N153S*^LSL/LSL^ (Figures 3C and 3D). We did not observe evidence of microglia activation in the cerebral cortex or hippocampus of *N153S*^LSL/LSL^*Pcp2-cre* brain (Figures S4B and 4C). To determine whether IFN-I signaling plays a role in cerebellar neurodegeneration in *N153S*^LSL/LSL^*Pcp2-cre* mice, we further crossed them to *Ifnar1*^−/−^ mice. *N153S*^LSL/LSL^*Pcp2-cre;Ifnar1*^−/−^ mice develop similar neurological disease as *N153S*^LSL/LSL^*Pcp2-cre* mice, as measured by the beam walking test (Figure 3E). H&E staining and immunofluorescence staining of calbindin also showed comparable Purkinje cell loss between *N153S*^LSL/LSL^*Pcp2-cre;Ifnar1*^−/−^ and *N153S*^LSL/LSL^*Pcp2-cre* mice (Figures 3F and 3G). These findings suggest an IFN-independent mechanism of STING-mediated neuronal cell death and neurodegeneration.

### STING activation disrupts Purkinje cell autonomous firing

To further determine STING function in Purkinje cells, we performed electrophysiological studies in acute cerebellar slices of the mouse brain. Purkinje cells have intrinsic pace-making properties, allowing them to fire spontaneously at a baseline rate in the absence of synaptic input, which is normally extremely precise, with nearly uniform interspike interval duration.^20^ We chose 6-week-old *N153S*^LSL/LSL^*Pcp2-cre* mice that have not exhibited significant Purkinje cell loss and compared them to healthy Cre-negative littermate control mice. In noninvasive cell-attached recordings from cerebellar slices, wild-type Purkinje cells uniformly exhibited repetitive spiking (Figures 4A and 4B). In contrast, over 46% of Purkinje cells from *N153S*^LSL/LSL^*Pcp2-cre* mice showed no evidence of spiking (Figure 4A). The *N153S*^LSL/LSL^*Pcp2-cre* Purkinje cells that did exhibit repetitive spiking (~53%) displayed a significantly lower firing frequency that usually accompanies cell atrophy and ataxia^21,22^ (Figures 4B and 4C).

We further performed whole-cell patch-clamp recordings. The firing frequency in the *N153S*^LSL/LSL^*Pcp2-cre* mice remained significantly slower than in the wild-type mice (Figures S5A and S5B). In other models of ataxia, a reduction in firing frequency is often due to an increase in the amplitude and duration of the afterhyperpolarization potential (AHP) following the spike.^23,24^ Analysis of the spikes in *N153S*^LSL/LSL^*Pcp2-cre* revealed no alteration in the amplitude of the AHP, although the decay of the AHP was more rapid compared to wild-type mice (Figures S5C–S5E). Further, spikes from *N153S*^LSL/LSL^*Pcp2-cre* Purkinje cells had a significantly steeper upstroke and downstroke and correspondingly narrower half-width in the *N153S*^LSL/LSL^*Pcp2-cre* mice in spite of a reduction in firing frequency, suggesting that the more rapid depolarization in the interspike interval is mediated by a depolarizing conductance distinct from voltage-gated sodium channels (Figures S5F–S5H). The presence of a depolarizing current in the interspike interval is consistent with the observation that the spike threshold was significantly depolarized in *N153S*^LSL/LSL^*Pcp2-cre* compared to wild-type neurons. Since, normally, the depolarization in the interspike interval is driven entirely by voltage-gated sodium channels,^25^ an increase in available voltage-gated sodium current in the interspike interval would result in the spike threshold to be more hyperpolarized and an increase rather than the observed decrease in firing frequency. The analysis of spike characteristics suggests that a depolarizing conductance assumes a novel role in Purkinje neuron autonomous spiking by increasing the inactivation of the voltage-gated sodium current and resulting in less available sodium current in the interspike interval.

We next examined which STING activity is responsible for reduced Purkinje cell firing frequency in *N153S*^LSL/LSL^*Pcp2-cre* mice. STING-mediated IFN-I signaling acts through IFN-I receptor IFNAR-JAK-STAT pathway. STING activation can also release the ER calcium sensor stromal interaction molecule 1 (STIM1) and then activate the calcium-release-activated calcium (CRAC) channel.^26^ We first treated *N153S*^LSL/LSL^*Pcp2-cre* cerebellar slices with CRAC inhibitor GSK-7975A and observed no effect on Purkinje cell firing frequency (Figure 4D). Inhibiting IFN-I signaling with JAK inhibitor ruxolitinib also did not rescue the reduced firing frequency of *N153S*^LSL/LSL^*Pcp2-cre* Purkinje cells (Figure S5J). Together, these results suggest that STING signaling disrupts Purkinje cell autonomous firing and pace-making function that likely led to their degeneration.

### Dysregulated ion channels and synaptic receptors in *N153S*^LSL/LSL^*Pcp2-cre* cerebellum

To gain further insights into the pathogenic mechanism of Purkinje cell STING signaling, we performed bulk RNA-seq of *N153S*^LSL/LSL^*Pcp2-cre* and *N153S*^LSL/LSL^ cerebellar tissues at 2 months of age. 

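Cerebellar RNA was sequenced from 3 *N153S* LSL/LSL*Pcp2-cre* mice, called Pcp2-cre mice here, and 3 *N153S* LSL/LSL control mice at 2 months of age. In these mice a LoxP-Stop-LoxP cassette holds back the *Sting1* N153S knockin until Cre removes it, and *Pcp2-cre* drives Cre in Purkinje cells. Mice 1 and 2 of each genotype are labelled male and mouse 3 female. Each library was made from poly A-enriched RNA and sequenced as paired reads of a whole cerebellum, so a value mixes all of its cell types. The authors trimmed the reads, aligned them to GRCm39 with STAR and counted them on Gencode genes. They deposited raw counts per gene and, in a second table, FPKM, which scales each gene's fragments to its exon length and to the size of the library. The paper's text does not give the Gencode release, the use of strand or the treatment of reads that map to several genes. Total counts were 8151391, 6809768 and 10178218 in control mice 1, 2 and 3, and 7565899, 8572674 and 6733178 in Pcp2-cre mice 1, 2 and 3. A floor of 3 counts came to between 0.297 and 0.447 CPM (counts scaled to library size) across these libraries, which covers counting error only. Counts were compared between genotypes with edgeR's quasi-likelihood test after TMM normalization, over the 16961 genes of 53746 that passed edgeR's filter on low counts. A gene was called differentially expressed at the paper's thresholds, a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in size.

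The engineered gene was examined first as a check of the labels. *Sting1* (ENSMUSG00000024349) lies on chromosome 18 of GRCm39 from 35866732 to 35873607 on the reverse strand, and its exons overlap those of no other annotated gene. It had 25.5 ± 2.09 CPM (SD, n = 3 mice) in control and 38.0 ± 5.55 CPM (SD, n = 3) in Pcp2-cre cerebella. Its log2 fold change was 0.57 (standard error 0.0969, adjusted p = 3.59e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 Pcp2-cre mice lay above all 3 controls. Without Pcp2-cre mouse 1 the log2 fold change was 0.45, under the threshold of 0.5. The counts do not separate the mutant from the normal transcript. The sex labels were checked in the same way. *Xist* had 9203 and 6721 counts in the 2 females and at most 3 counts in each male, and *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had 0 counts in both females.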

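Of the 16961 genes tested between Pcp2-cre and control cerebella, 233 were called upregulated and 304 downregulated. In 508 of these 537 genes every mouse of one genotype lay above every mouse of the other, which chance gives for 10% of genes and which 22.2% of all tested genes showed. A further 775 genes had an adjusted p of at most 0.05 with a smaller fold change, so the counts depended on the threshold. They were 507 and 805 without it, and 142 and 94 at a log2 fold change of at least 1.

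The smallest p belonged to *Gfap* (ENSMUSG00000020932, chromosome 11 of GRCm39, 102778159 to 102791738), an astrocyte intermediate filament gene. It had 121.1 ± 8.54 CPM in control and 463 ± 34.7 CPM in Pcp2-cre cerebella (SD, n = 3 mice each). Its log2 fold change was 1.94 (standard error 0.0561, adjusted p = 4.43e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 1.88 and 1.99 with each mouse left out in turn. Among the upregulated genes with the next smallest p were *C4b*, *C1qa* and *Mpeg1*, with log2 fold changes of 2.23, 2.10 and 2.75. Reads of *C4b* could be split with its paralog *C4a*.

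Among downregulated genes the smallest p belonged to *Itpr1* (ENSMUSG00000030102, chromosome 6 of GRCm39, 108190048 to 108528070), which encodes a calcium release channel abundant in Purkinje cells. It had 3582 ± 207 CPM in control and 1815 ± 47.1 CPM in Pcp2-cre cerebella (SD, n = 3 mice each), a log2 fold change of -0.98 (standard error 0.0364, adjusted p = 2.93e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cacna1g*, *Icmt*, *Shisa6* and *Garnl3* followed with log2 fold changes of -0.83, -1.07, -0.99 and -0.81. Exons of *Itpr1*, *Cacna1g*, *Icmt*, *Shisa6* and *Garnl3* overlap those of opposite-strand genes, for 1371 bp with *Rnf207* in the case of *Icmt*.

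Among genes whose groups did not overlap, large rises were seen in *Clec7a* and *Itgax*, with log2 fold changes of 4.78 and 4.72, and in *Cst7*. In control mice 1, 2 and 3 *Clec7a* had 3, 1 and 5 counts and *Itgax* 3, 1 and 4 counts. Only control mouse 3 lay above the floor of 3 counts, so the size of these 2 fold changes is uncertain. *Cst7* had at most 1 count in a control mouse and 47, 62 and 44 counts in the Pcp2-cre mice, which makes it at least 18.3-fold higher, so these genes are not ranked here. Large falls included *Clic6* (-3.86), *Gm14033* (-2.20) and *Prl2c3*. *Prl2c3* was at least 6.9-fold lower, but this gene belongs to a family of near-identical copies and its counts are uncertain. *Clic6* varied widely among controls, with 325, 349 and 111 counts.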

We identified 149 upregulated and 232 downregulated genes in *N153S*^LSL/LSL^*Pcp2-cre* compared to *N153S*^LSL/LSL^ cerebellum (adjusted *p* ≤ 0.05, Log_2_ FoldChange≥0.5, Figure 5A). Gene ontology (GO) analysis of differentially expressed genes (DEGs) revealed that upregulated genes were predominantly enriched in immune response pathways, whereas downregulated genes were associated with ion transport and glutamate signaling (Figures 5B and 5C). 

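No GO annotation was used here, so the enrichment was not repeated. The genes drawn in the paper's heatmaps and gene families defined by symbol were examined in its place. Of the 87 immune response genes in Figure 5D, 82 were tested and all 82 were called upregulated, with a median log2 fold change of 1.83. Setting the 5 genes at or under the floor in controls to their lower bound left the median at 1.83. All 87 genes had every Pcp2-cre mouse above every control. Of the 35 ion transport genes in Figure 5G, 34 were tested and all 34 were called downregulated, with a median log2 fold change of -0.82 and a range from -3.86 to -0.58. In 33 of the 35 every Pcp2-cre mouse lay below every control. The paper chose both lists on these samples, so they are not independent evidence.

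An ion channel list was fixed in advance by how gene symbols begin, and 133 of its 180 genes were tested. Besides voltage-gated and TRP channels it held other potassium channels, intracellular calcium channels, auxiliary subunits and antisense genes. Of the tested genes, 13 were called downregulated and 4 upregulated, namely *Kcnj2*, *Kcns1*, *Kcnk6* and *Ryr3*. Adjusted over the list alone, at any fold change, 28 were lower and 10 higher. The median log2 fold change was -0.02 (adjusted p = 0.0276 from limma's camera with Benjamini-Hochberg adjustment over 11 gene sets), and 60 of the 133 genes were above 0. With whole symbols of pore-forming voltage-gated and TRP channels alone, a choice made after seeing the data, 68 of 93 genes were tested, 5 called downregulated and 1 (*Kcns1*) upregulated. As a set they did not differ significantly from the other genes (adjusted p = 0.110 from the same camera test). The glutamate receptor list, also fixed by how symbols begin, took in 2 genes that encode no receptor. Of its 28 genes, 27 were tested and 5 called downregulated, *Grik1*, *Grm7*, *Grik4* and *Gria3* among them. Adjusted over the list alone, 8 were lower and 1 higher. Their median log2 fold change was -0.07 (adjusted p = 8.07e-05 from the same camera test), and -0.05 (4.48e-04) over the 25 tested receptor genes, of which 7 were lower over their list alone. Camera compares a list's mean test statistic with that of the other genes and does not test the median. It presets the correlation between genes of a set at 0.01. Of the 11 sets, all but the granule cell list had an adjusted p of at most 0.05 with camera, and all of those but the choroid plexus list kept it with limma's fry. With a correlation estimated from the data, the astrocyte list and both microglial lists kept it, while the other sets, the ion channel (0.116) and glutamate receptor (0.085) lists among them, did not.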

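Of 39 chemokine ligand genes, 11 passed the filter on low counts and 3 were called upregulated in Pcp2-cre cerebella. *Ccl3* (chromosome 11 of GRCm39, 83538670 to 83540191) had 0, 0 and 2 counts in the control mice and 22, 19 and 16 counts in the Pcp2-cre mice, which makes it at least 6.86-fold higher. *Ccl6* rose from 0.497 ± 0.248 to 4.69 ± 0.466 CPM (SD, n = 3 mice each), a log2 fold change of 3.23 (standard error 0.324, adjusted p = 4.18e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Ccl9* the log2 fold change was 1.57 (standard error 0.41, adjusted p = 0.0186 from the same edgeR test), and leaving out single mice raised its adjusted p to as much as 0.109. *Ccl4* fell under the filter, with 0 counts in each control mouse and 10, 9 and 11 counts in the Pcp2-cre mice, at least 3.66-fold higher. *Cxcl14* had an adjusted p of 0.00728 in edgeR's quasi-likelihood test with a log2 fold change of 0.32. Adjusted over the list alone, 5 chemokine genes were higher. The family had a median log2 fold change of 0.32, also with *Ccl3* at its bound, and 0.56 without control mouse 2 or 0.58 without control mouse 3. Without the filter on low counts it was 0.76 over 33 genes, and with at least 10 counts in every mouse 0.12 over 7 genes, no longer significant.

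Interferon transcripts were at or under the limit of detection. Of 21 type I and III interferon genes, 19, *Ifnb1* among them, had 0 counts in all 6 mice, and *Ifnab* and *Ifnz* had at most 1 count in a mouse. Expression under the floor of 3 counts was not detectable at this depth. Most of these genes are *Ifna* paralogs, and the treatment of reads that map to several genes is not given. Their counts of 0 could therefore also reflect reads left out.

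A list of 43 interferon-stimulated genes (ISGs) was fixed in advance, and 34 were tested. *Bst2* was called upregulated, with a log2 fold change of 0.78 (standard error 0.226, adjusted p = 0.0357 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost with DESeq2, with FPKM values, with a choroid plexus score in the model and in 4 of the fits that left out a mouse. An adjusted p above 0.05 was found for 32 of the 34, and *Isg15* (0.51, standard error 0.346) did not differ by more than the spread between mice. Adjusted over the list alone, 9 ISGs were higher. The list's median log2 fold change was 0.39 (adjusted p = 1.70e-07 from camera), with 29 of the 34 genes above 0 and 16 higher in every Pcp2-cre mouse than in every control. With an estimated correlation between genes the adjusted p of the list was 0.085.

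**Figure D1:**
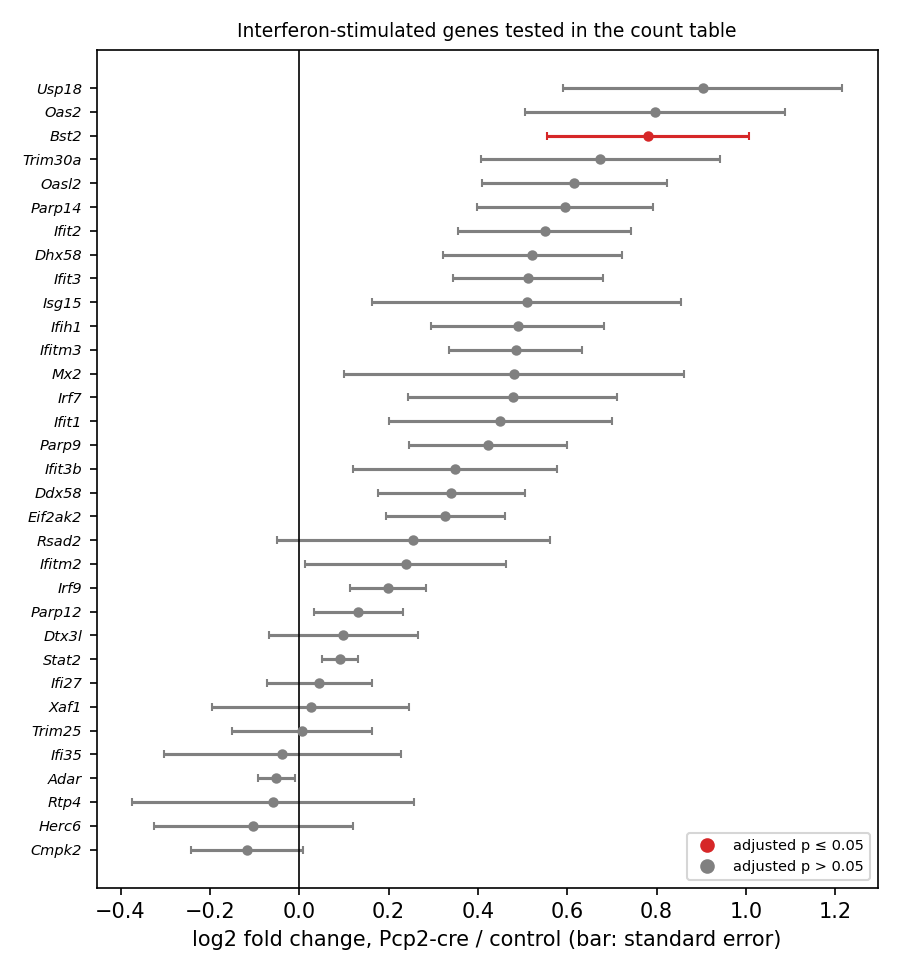
Log2 fold change (Pcp2-cre over control, 3 mice each) of 33 of the 34 interferon-stimulated genes tested, from edgeR, with bars of 1 standard error. A red point has an adjusted p of at most 0.05 over all genes tested. Most points lie to the right of 0, and *Bst2* is the red one. *Ddx58* is the gene also called *Rigi*.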

Consistent with our quantitative reverse-transcription PCR (RT-qPCR) results (Figure 3A), RNA-seq data showed increased expression of a number of chemokines but not IFN or ISGs in *N153S*^LSL/LSL^*Pcp2-cre* cerebellum (Figures 5D and 5E). Additionally, we observed upregulation of astrocytic markers and microglial activation markers, including CD68, in *N153S*^LSL/LSL^*Pcp2-cre* cerebellum, while Purkinje cell-specific genes were downregulated (Figure 5F), which was in line with astrogliosis and Purkinje cell loss observed in histopathological analysis (Figures 2C, 2D, 3B, and 3C). 

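Astrocyte, microglial and Purkinje cell genes were compared as single genes and as lists fixed before the counts were examined. These lists include genes that the paper draws as changed in Figures 5D, 5F and 5G, such as *Gfap*, *Cd68* and *Calb1*. The paper chose those genes on these samples, so the lists are not fully independent evidence. Of 12 astrocyte genes tested, 9 were called upregulated and the list's median log2 fold change was 0.82 (adjusted p = 2.42e-13 from camera). *Serpina3n* rose from 2.27 ± 0.295 to 16.4 ± 2.64 CPM (SD, n = 3 mice each), a log2 fold change of 2.82 (standard error 0.184, adjusted p = 8.14e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It belongs to a cluster of close paralogs, between which reads could be split. *Vim* had a log2 fold change of 0.41 (standard error 0.0461), under the threshold of 0.5 but higher in all 3 Pcp2-cre mice.

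*Cd68* (ENSMUSG00000018774) lies on chromosome 11 of GRCm39 from 69555037 to 69557067. It rose from 2.92 ± 1.38 to 15.0 ± 1.40 CPM (SD, n = 3 mice each), a log2 fold change of 2.36 (standard error 0.213, adjusted p = 8.98e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trem2* had a log2 fold change of 2.62. All 15 genes of the microglia activation list had an adjusted p of at most 0.05 in that test and 13 were called upregulated, with a median log2 fold change of 2.57. The median was the same with *Cst7* at its bound, 1.44 in limma on log2(FPKM + 1), and 1.18 over the 8 genes with at least 10 counts in every mouse. In the homeostatic microglia list 7 of 10 genes were called upregulated, and the median was 0.91. *Tmem119* had 4.57 ± 0.160 and 4.80 ± 0.494 CPM (SD, n = 3 mice each), a difference within the spread between mice (log2 fold change 0.06, standard error 0.19, adjusted p = 0.922 from the same edgeR test).

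All 10 Purkinje cell genes had an adjusted p of at most 0.05 and 7 were called downregulated. Their median log2 fold change was -0.71 (adjusted p = 7.49e-14 from camera, 0.0754 with an estimated correlation). *Calb1* (ENSMUSG00000028222), which encodes calbindin, lies on chromosome 4 from 15881155 to 15908085. It fell from 804 ± 39.2 to 474.5 ± 35.2 CPM (SD, n = 3 mice each), a log2 fold change of -0.76 (standard error 0.048, adjusted p = 5.19e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Car8* had a log2 fold change of -0.96. *Pcp2* changed less, with a log2 fold change of -0.40 (standard error 0.0526, adjusted p = 1.79e-05 from the same edgeR test). It shares 941 bp of exon with *Pet100* on the opposite strand. From these marker changes the paper draws a parallel with the astrogliosis and the Purkinje cell loss it saw in tissue sections.

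**Figure D2:**
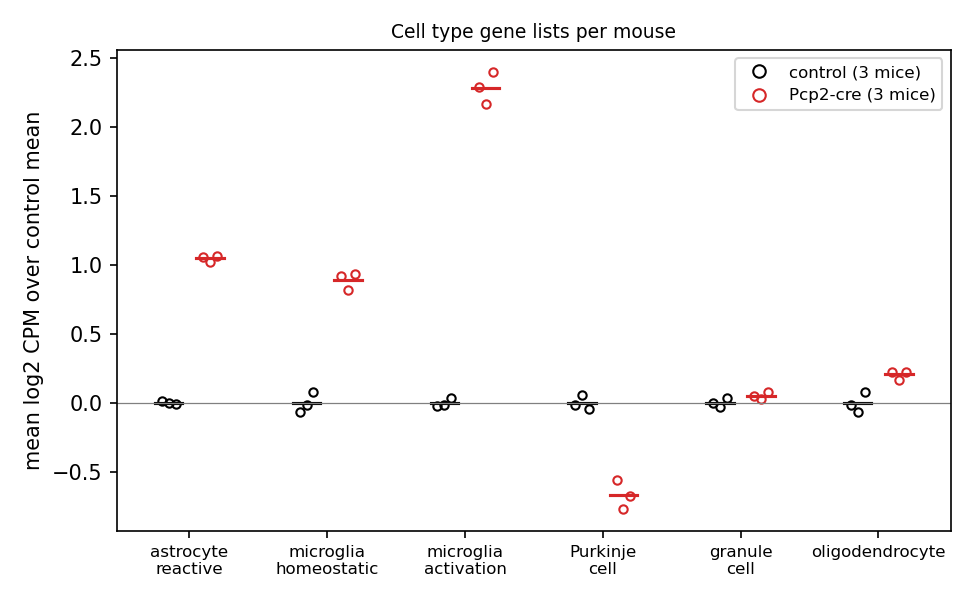
Mean log2 CPM of the tested genes of each cell type list in each mouse, minus the mean of the control mice. Circles are mice and lines are the means of 3 mice per genotype. The Pcp2-cre mice lie between -0.77 and -0.56 for Purkinje cell genes and between 2.16 and 2.40 for microglia activation genes.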

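In Figures 5H to 5J the paper draws 20 genes of calcium handling, glutamate signaling and other ion transport, and all 20 were called downregulated in Pcp2-cre cerebella. *Casq2*, a calcium-binding protein gene on chromosome 3 of GRCm39 from 101993234 to 102056307, fell from 40.0 ± 3.00 to 15.9 ± 1.71 CPM (SD, n = 3 mice each). Its log2 fold change was -1.33 (standard error 0.0939, adjusted p = 2.34e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Camk2a* and *Stac* had log2 fold changes of -1.17 and -1.26. *Ryr1* and *Atp2a3* fell by 0.77 and 0.76 on the log2 scale.

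Of the glutamate receptor genes, *Grik1* fell by 1.15, from 28.6 ± 0.244 to 12.8 ± 2.00 CPM (SD, n = 3 mice each). *Grm7* and *Grik4* had log2 fold changes of -0.76 and -0.73.

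Among the other ion transport genes, *Scn4b*, *Kcng4* and *Slc41a3* had log2 fold changes of -0.78, -0.64 and -1.01. *Clic6* had 34.5 ± 21.1 CPM in control and 2.26 ± 0.593 CPM in Pcp2-cre cerebella (SD, n = 3 mice each). *Clic6*, *Kcne2* and *Slc4a5* of Figure 5G belong to a list of choroid plexus genes, which varied widely among control mice. *Kcne2* had 75, 100 and 4 counts in control mice 1, 2 and 3 and at most 3 counts in a Pcp2-cre mouse, and did not pass the filter. *Slc4a5* was called, but its 13 counts in control mouse 3 were lower in CPM than in any Pcp2-cre mouse, against 152 and 163 counts in the other controls. The calls of *Slc4a5*, *Slc12a8* and *Kcnh7* were lost when a choroid plexus score was added to the model, and the other 31 of the 34 were kept. The log2 fold change of *Slc4a5* went from -2.93 to 0.00, but the score, the mean of the tested choroid plexus genes, includes *Slc4a5* itself. The log2 fold changes of *Slc12a8* (-0.86 to -0.80) and *Kcnh7* (-0.58 to -0.47) changed less.

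**Figure D3:**
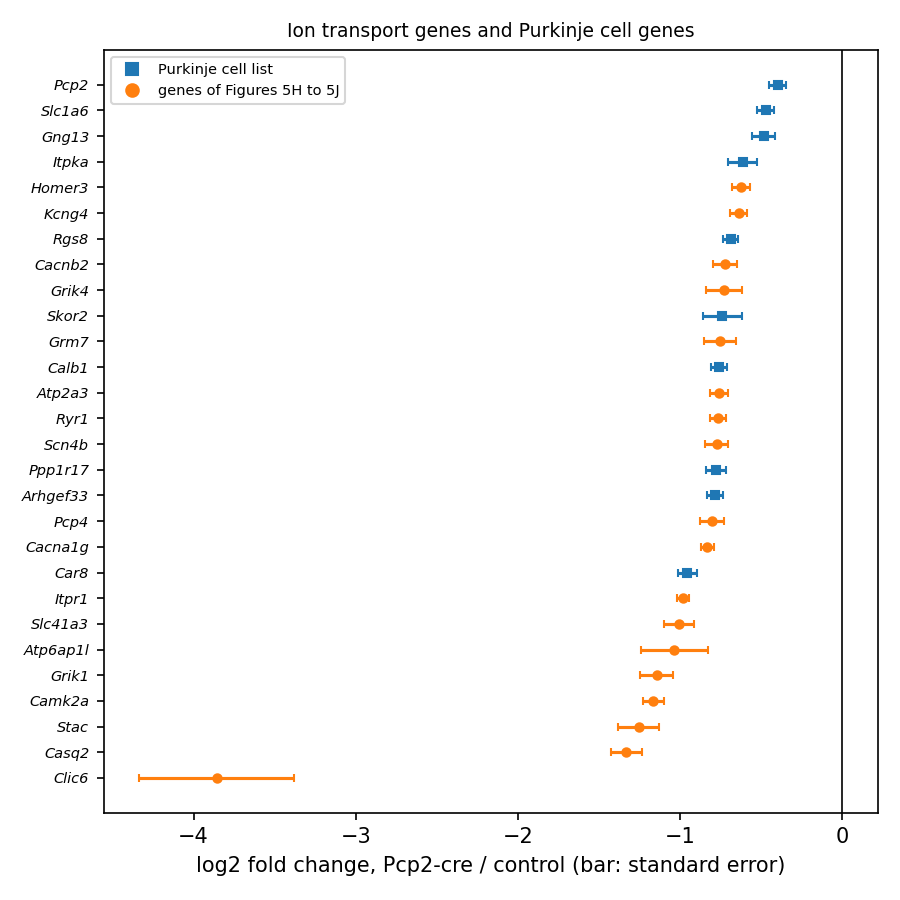
Log2 fold change (Pcp2-cre over control, 3 mice each) of 18 of the 20 genes of Figures 5H to 5J (circles) and of the 10 Purkinje cell genes (squares), from edgeR, with bars of 1 standard error. All points lie below 0, and *Clic6* lies farthest from it with the widest bar.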

Notably, we observed significant downregulation of numerous genes involved in calcium-related channels and transporters, other ion channels, and glutamate receptors (Figures 5G–5J). Dysregulated ion channels and synaptic receptors are consistent with the electrophysiological defects in Purkinje cells, further supporting an important role of STING in Purkinje cell function.

## DISCUSSION

Here, we demonstrate STING expression in Purkinje cells and STING activity in disrupting Purkinje cell autonomous firing, leading to neurodegeneration and movement disorder in mice. Our findings reveal a striking dichotomy of STING expression between the cerebrum and the cerebellum: STING protein level is high in microglia, not neurons, in the cerebrum, whereas in the cerebellum, STING protein level is high in Purkinje neurons, not glial cells. Interestingly, in human postmortem tissues from individuals with amyotrophic lateral sclerosis, increased STING expression has been observed in vulnerable cortical and spinal motor neurons.^17^ Similarly, neuronal STING expression is induced under inflammatory conditions in both human multiple sclerosis and in the mouse model of experimental autoimmune encephalomyelitis (EAE).^27^ Neuron-intrinsic STING signaling was also reported in mouse models of several lysosomal storage disorders.^16^ These observations suggest that, in addition to glial STING driving neuroinflammation, neuronal STING may also respond to neuroinflammatory stress and then more directly contribute to neurodegeneration in disease contexts. In our model, STING signaling triggered by a constitutively active STING allele causes Purkinje cell death by apoptosis, progressive neurodegeneration, and severe cerebellar neuropathology. Notably, genetic and electrophysiological studies collectively demonstrate an IFN-independent function of STING in membrane depolarization that disrupts autonomous firing and survival of Purkinje cells.

Purkinje cells are large neurons in the cerebellum, central to motor function and coordination.^28^ They are highly vulnerable to cell death in response to diverse genetic defects and environmental stresses.^29^ Purkinje cell pathology has been observed in many movement disorders, such as cerebellar ataxia, the causes of which are diverse.^22^ However, patients often present similar clinical and neuropathological features, including abnormal gait, poor coordination, speech impairment, Purkinje cell loss, thinning of molecular layers, and cerebellar atrophy. Our *N153S*^LSL/LSL^*Pcp2-cre* mice present many of these behavioral features, suggesting that Purkinje cell STING signaling is a previously unappreciated modulator of cerebellar neuropathology. An anterior-to-posterior pattern of Purkinje cell loss has been observed in various forms of cerebellar degeneration.^30–34^ This pattern may be influenced by factors such as metabolic demand, vascular supply, and susceptibility to specific toxins, depending on the underlying defects or insults. The gradient of degeneration from anterior to posterior in our mouse model could be related to spatial differences in STING signaling strength or intrinsic protective mechanisms of Purkinje cells, which need further investigation.

The dichotomy between microglial and neuronal STING functions resembles those in macrophages and T lymphocytes.^35^ Both microglia and macrophages are myeloid cells, and STING signaling is predominantly IFN-dependent. In contrast, STING signaling in both T lymphocytes and Purkinje neurons is IFN-independent, and STING activation leads to both T cell death^35^ and Purkinje cell loss (this study). Interestingly, T lymphocytes and neurons are developmentally divergent, but both rely on ion channels to function. The precise mechanisms of STING-mediated cell death in T lymphocytes and Purkinje cells remain to be elucidated.

One possibility is STING-mediated autophagy promoting neuronal cell death. We observed an overall increase in total LC3 levels in Purkinje cells from mutant mice. However, we were unable to detect distinct LC3 puncta, likely due to the limitations of immunostaining for endogenous LC3, as opposed to using transgenic reporter lines such as GFP-LC3 mice. In the EAE mouse model, neuronal STING signaling promotes autophagy-dependent neuronal cell death.^27^ Whether STING-mediated autophagy contributes to Purkinje cell loss requires further investigation. The increased expression of certain chemokines in cerebellar tissues may reflect astrogliosis secondary to Purkinje cell death.

Another possibility is STING proton channel function dysregulating ion channels in Purkinje neurons. Purkinje cells exhibit spontaneous firing in the absence of synaptic input, a property driven by their intrinsic membrane properties. This spontaneous activity is crucial for maintaining cerebellar function and is primarily regulated by various ion channels (Na^+^, K^+^, and Ca^2+^).^28,36^ We showed that STING activation in Purkinje cells reduces their firing frequency, which cannot be restored by CRAC channel inhibitor or JAK1/2 inhibitor treatment. A recently discovered function of STING is its role as a proton channel, which causes proton leakage from acidified intracellular organelles, such as the Golgi apparatus and endolysosomes.^12,13^ The STING proton channel function is also required for STING-mediated non-canonical autophagy and cell death.^13^ Therefore, another possibility is that STING-mediated proton leakage may directly or indirectly (e.g., via proton-gated ion channels) affect plasma membrane potential. Consistent with this possibility, our RNA-seq analysis of cerebellar tissue revealed broad downregulation of genes involved in ion transport. These alterations are likely secondary to dysregulation of ion homeostasis, as STING is unlikely to directly regulate ion transport-related genes. Furthermore, we cannot rule out the possibility that these transcriptional changes are driven by drastic shifts in cell type composition in cerebellar tissue, such as Purkinje cell loss and astrogliosis.

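The same counts were compared by cell type. Per mouse, relative to the control mean, the mean log2 CPM of the 10 Purkinje cell genes was -0.56, -0.77 and -0.68 in Pcp2-cre mice 1, 2 and 3. For the 19 genes of Figures 5H to 5J other than *Clic6* it was -0.82, -0.96 and -0.91. The difference between these lists was -0.23 ± 0.0342 in Pcp2-cre mice (SD, n = 3 mice) and was below every control mouse in each of them (two-sided exact permutation test, p = 0.10, the smallest p that 3 mice against 3 allow). The paper chose those 19 genes on these samples, so they are not independent evidence. The 9 granule cell genes had a median log2 fold change of 0.05 (adjusted p = 0.114 from camera, which compares a list with the other genes). With the statistics of DESeq2's Wald test the list passed the threshold of 0.05 (adjusted p = 0.0356 from camera).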

In summary, this study demonstrates that Purkinje cell STING signaling activation is sufficient to cause neurodegeneration and movement disorder independent of type I IFN signaling. We provided direct genetic and pathophysiological evidence for STING expression and activity in Purkinje cells; whether this mechanism is also applicable to other neurons remains to be defined. Although there is ample evidence for microglial STING-mediated neuroinflammation, the dichotomy of STING expression in the cerebrum and cerebellum as well as STING activities in myeloid and non-myeloid cells should be considered to fully understand the pathogenesis of neurodegenerative disease.

### Limitations of the study

This study suggests an IFN-independent activity of STING in Purkinje cells that is neuropathogenic. However, due to the lack of molecular tools to perturb each IFN-independent activity of STING as well as the lack of a transducible Purkinje cell culture system, the precise STING activity and molecular mechanism require further study. We performed bulk RNA-seq analysis of cerebellar tissue. Single nuclear RNA-seq of enriched Purkinje cells from cerebellar tissue should provide more insights into STING-mediated gene signature and subpopulation changes in Purkinje cells. An anterior-to-posterior gradient in Purkinje cell degeneration was observed in transgenic mice. Co-staining of Aldolase C and calbindin on coronal sections would provide additional information regarding the differential vulnerability of Zebrin-positive versus Zebrin-negative STING-expressing Purkinje cells.

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dr. Nan Yan ().

#### Materials availability

All materials generated in this study are available from the lead contact.

#### Data and code availability

All data generated or analyzed during this study are included in the article or its supplemental information files. The accession number for RNA-seq datasets is GEO: GSE300185.

## STAR★METHODS

### METHOD DETAILS

#### Animals

*Sting1 N153S*^LSL^ mice were kind gifts from Dr. Jonathan J. Miner (University of Pennsylvania, Philadelphia, PA).^18^ B6.129-Tg(Pcp2-cre)2Mpin/J (*Pcp2-cre*, JAX Strain #: 004146), B6(Cg)-*Ifnar1*^*tm1.2Ees*^/J (*Ifnar1*−*/*−, JAX Strain #:028288), C57BL/6J (JAX stock #000664) mice were purchased from Jackson Laboratories. *Sting1*^−/−^ were obtained from Glen N. Barber (University of Miami).^37^ Both male and female animals were used in the study, and sex variable did not affect experimental outcomes. All mice were housed in specific pathogen-free barrier facilities at UT Southwestern Medical Center. The animal protocol was approved by the Institutional Animal Care and Use Committee at UT Southwestern Medical Center (APN 2017–101968).

#### Mouse motor function tests

Beam walking test was adopted from a previous study.^38^ Briefly, mice were trained to walk along a wood beam (3.2 cm wide, 60 cm long) elevated 30 cm above the bench to reach a goal box at the other end of the beam one day before test. Mice were tested the next day on a wood beam (1.6 cm wide, 60 cm long) elevated 30 cm above the bench. Mice were allowed to walk from one end of the beam to a goal box at the other end. The time on beam and the number of foot slips were measured and counted.

Rotarod test was performed per the Standard Operating Procedure of The Jackson Laboratory Mouse Neurobehavioral Phenotyping Facility (SOP-JAX-MNBF_ROT Version 1.00). In brief, mice were left undisturbed to acclimate for 60 min prior to testing. The mice were placed on the rotarod (Panlab, Harvard Apparatus), starting at a speed of 4 RPM, gradually accelerating over 300 s to reach 40 RPM. The latency time mice maintained their balance on the rotarod prior to falling off of the rod was recorded. Mice were tested in 4 trials with intertrial interval of about 20 min.

#### Histopathology, immunohistochemistry

H&E staining and TUNEL staining of mouse tissues were performed in UT Southwestern Medical Center Histo Pathology Core. Fluorescent immunohistochemistry and immunohistochemistry staining using 3,3′-Diaminobenzidine (IHC-DAB) were performed in UT Southwestern Medical Center Tissue Management Shared Resource core. Primary antibodies used for immunohistochemistry are as follows: TMEM173/STING Polyclonal antibody (Proteintech, catalog # 19851–1-AP, 1:500 dilution); Anti-NeuN Antibody (Millipore Sigma, catalog # MAB377, 1:400 dilution); Anti-Iba1/AIF1 Antibody (Millipore Sigma, catalog # MABN92, 1:400 dilution); Monoclonal Anti-Calbindin-D-28K antibody (Sigma-Aldrich, catalog #C9848, clone CB-955,1:1000 dilution); Anti-CD68 antibody (Abcam, catalog # ab283654, 1:100 dilution); Cleaved Caspase-3 (Asp175) Antibody (Cell Signaling, catalog # 9661, 1:200 dilution); Phospho-STING (Ser365) (D1C4T) Rabbit mAb (Cell Signaling, catalog # 62912, 1:50 dilution); Phospho-TBK1/NAK (Ser172) (D52C2) XP Rabbit mAb (Cell Signaling, catalog # 5483, 1:50 dilution); Anti-GFAP Antibody (SigmaMillipore, catalog # MAB360, 1:400 dilution); Anti-LC3B antibody (Abcam, catalog # ab192890, 1:500 dilution). Fluorophore-conjugated secondary antibodies were used as follows: Goat anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 488 (Thermo Fisher, Catalog # A32731, 1:200 dilution); Donkey anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 546 (ThermoFisher, Catalog # A10036, 1:200 dilution); Donkey anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 647 (Thermo Fisher, Catalog # A-31571, 1:500 dilution). Nuclei were counterstained with DAPI. Immunofluorescence images were acquired using a Zeiss LSM 780 or 880 confocal microscope (Zeiss) in UT Southwestern Medical Center Live Cell Imaging Core or using Zeiss Axioscan.Z1 in UTSW Whole Brain Microscopy Facility. Calbindin immunoreactive Purkinje cells were quantified using QuPath-0.3.2 software.

#### RNA isolation and RT-qPCR

Total RNA was isolated from homogenized cerebellar tissues using TRI reagent (MilliporeSigma) per manufacturer’s instruction, and cDNA were synthesized with iScript cDNA Synthesis Kit (Bio-Rad). iTaq Universal SYBR Green Supermix (Bio-Rad) was used to quantify mRNA expression with CFX96 Real-Time PCR Detection System.

#### Patch-clamp electrophysiology

##### Solutions and reagents

Artificial CSF (aCSF) contained the following (in mmol/L): 125 NaCl, 3.8 KCl, 26 NaHCO3, 1.25 NaH2PO4,2 CaCl2, 1 MgCl2, 10 dextrose. Pipettes were filled with an internal recording solution containing the following (in mmol/L): 119 K Gluconate,2 Na gluconate, 6 NaCl, 2 MgCl2, 0.9 EGTA, 10 HEPES,14 Tris-phosphocreatine, 4 MgATP, 0.3 tris-GTP, pH 7.3, osmolarity 290 mOsm. JAK inhibitor Ruxolitinib (MedChemExpress, Cat. No.: HY-50856) was used at 10 μM for assessing somatic spiking in Purkinje Cells. CRAC inhibitor GSK-7975A (MilliporeSigma) was used at 20 μM for pharmacological experiments as well.

##### Acute slice preparation

Mice were anesthetized via isoflurane, decapitated, and brains were removed for slice preparation. Slices were prepared at physiological temperature (as described previously^32^) in prewarmed aCSF (33°C–36°C) and cut with a vibratome (Leica Vt1200s) and a ceramic blade. Sections were cut at a thickness of 300 μm and incubated in carbogen-bubbled (5% CO_2_, 95% O_2_) aCSF at 33°C–36°C for 45 min after sectioning.

##### Patch-clamp recordings

Patch-clamp recordings were performed as described previously.^32^ Cell-attached and whole-cell recordings were performed at 33°C in carbogen-bubbled aCSF at a flow rate of 2–3 mL/min less than 5 h after slice preparation. Recordings were performed using an Axopatch 200B amplifier, Digidata 1440A interface, and pClamp-10 software (MDS analytical technologies, Sunnyvale, CA). Data were acquired at 100 kHz in the fast current-clamp mode of the amplifier. Cells were rejected for whole-cell analysis if the series resistance changed by more than 20% or if it exceeded 15 MΩ. For recordings involving pharmacologic agents, baseline data were acquired for 4–5 min before perfusing with the agents and recording for another 4–5 min.

#### RNA sequencing

Two-month-old *N153S*^LSL/LSL^*Pcp2-cre* and *N153S*^LSL/LSL^ mice (3 mice per genotype) were perfused with ice-cold PBS and cerebella were collected and snap-frozen in liquid nitrogen. Total RNA was extracted from frozen cerebellar tissue using TRI Reagent (MilliporeSigma) per manufacturer’s instructions. The quality of RNA samples was examined using Agilent 2100 Bioanalyzer (Agilent). Total RNA was provided to Novogene (CA, USA) for poly A enrichment and mRNA library preparations. Library sequencing was performed on NovaSeq X Plus Series (PE150) platform. Analysis of raw data was done using Astrocyte RNASeq Analysis Workflow at BioHPC facility of UT Southwestern Medical Center. Briefly, trimmed Fastq files are aligned to the reference genome (mouse GRCm39) using STAR. Features (genes, transcripts and exons) are counted using featureCounts and StringTie using the Gencode feature table. Basic pairwise differential expression analysis is performed using EdgeR and DESeq.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Graphpad Prism was used for statistical analysis. Statistical tests performed were indicated in figure legends. *p* values of less than 0.05 were considered statistically significant. Significant differences are indicated by *p < 0.05, **p < 0.01, ***p < 0.001.

## Supplementary Material

1

2

3

4

5

SUPPLEMENTAL INFORMATION

Supplemental information can be found online at https://doi.org/10.1016/j.celrep.2025.116480.

## Figures and Tables

**Figure 1.**
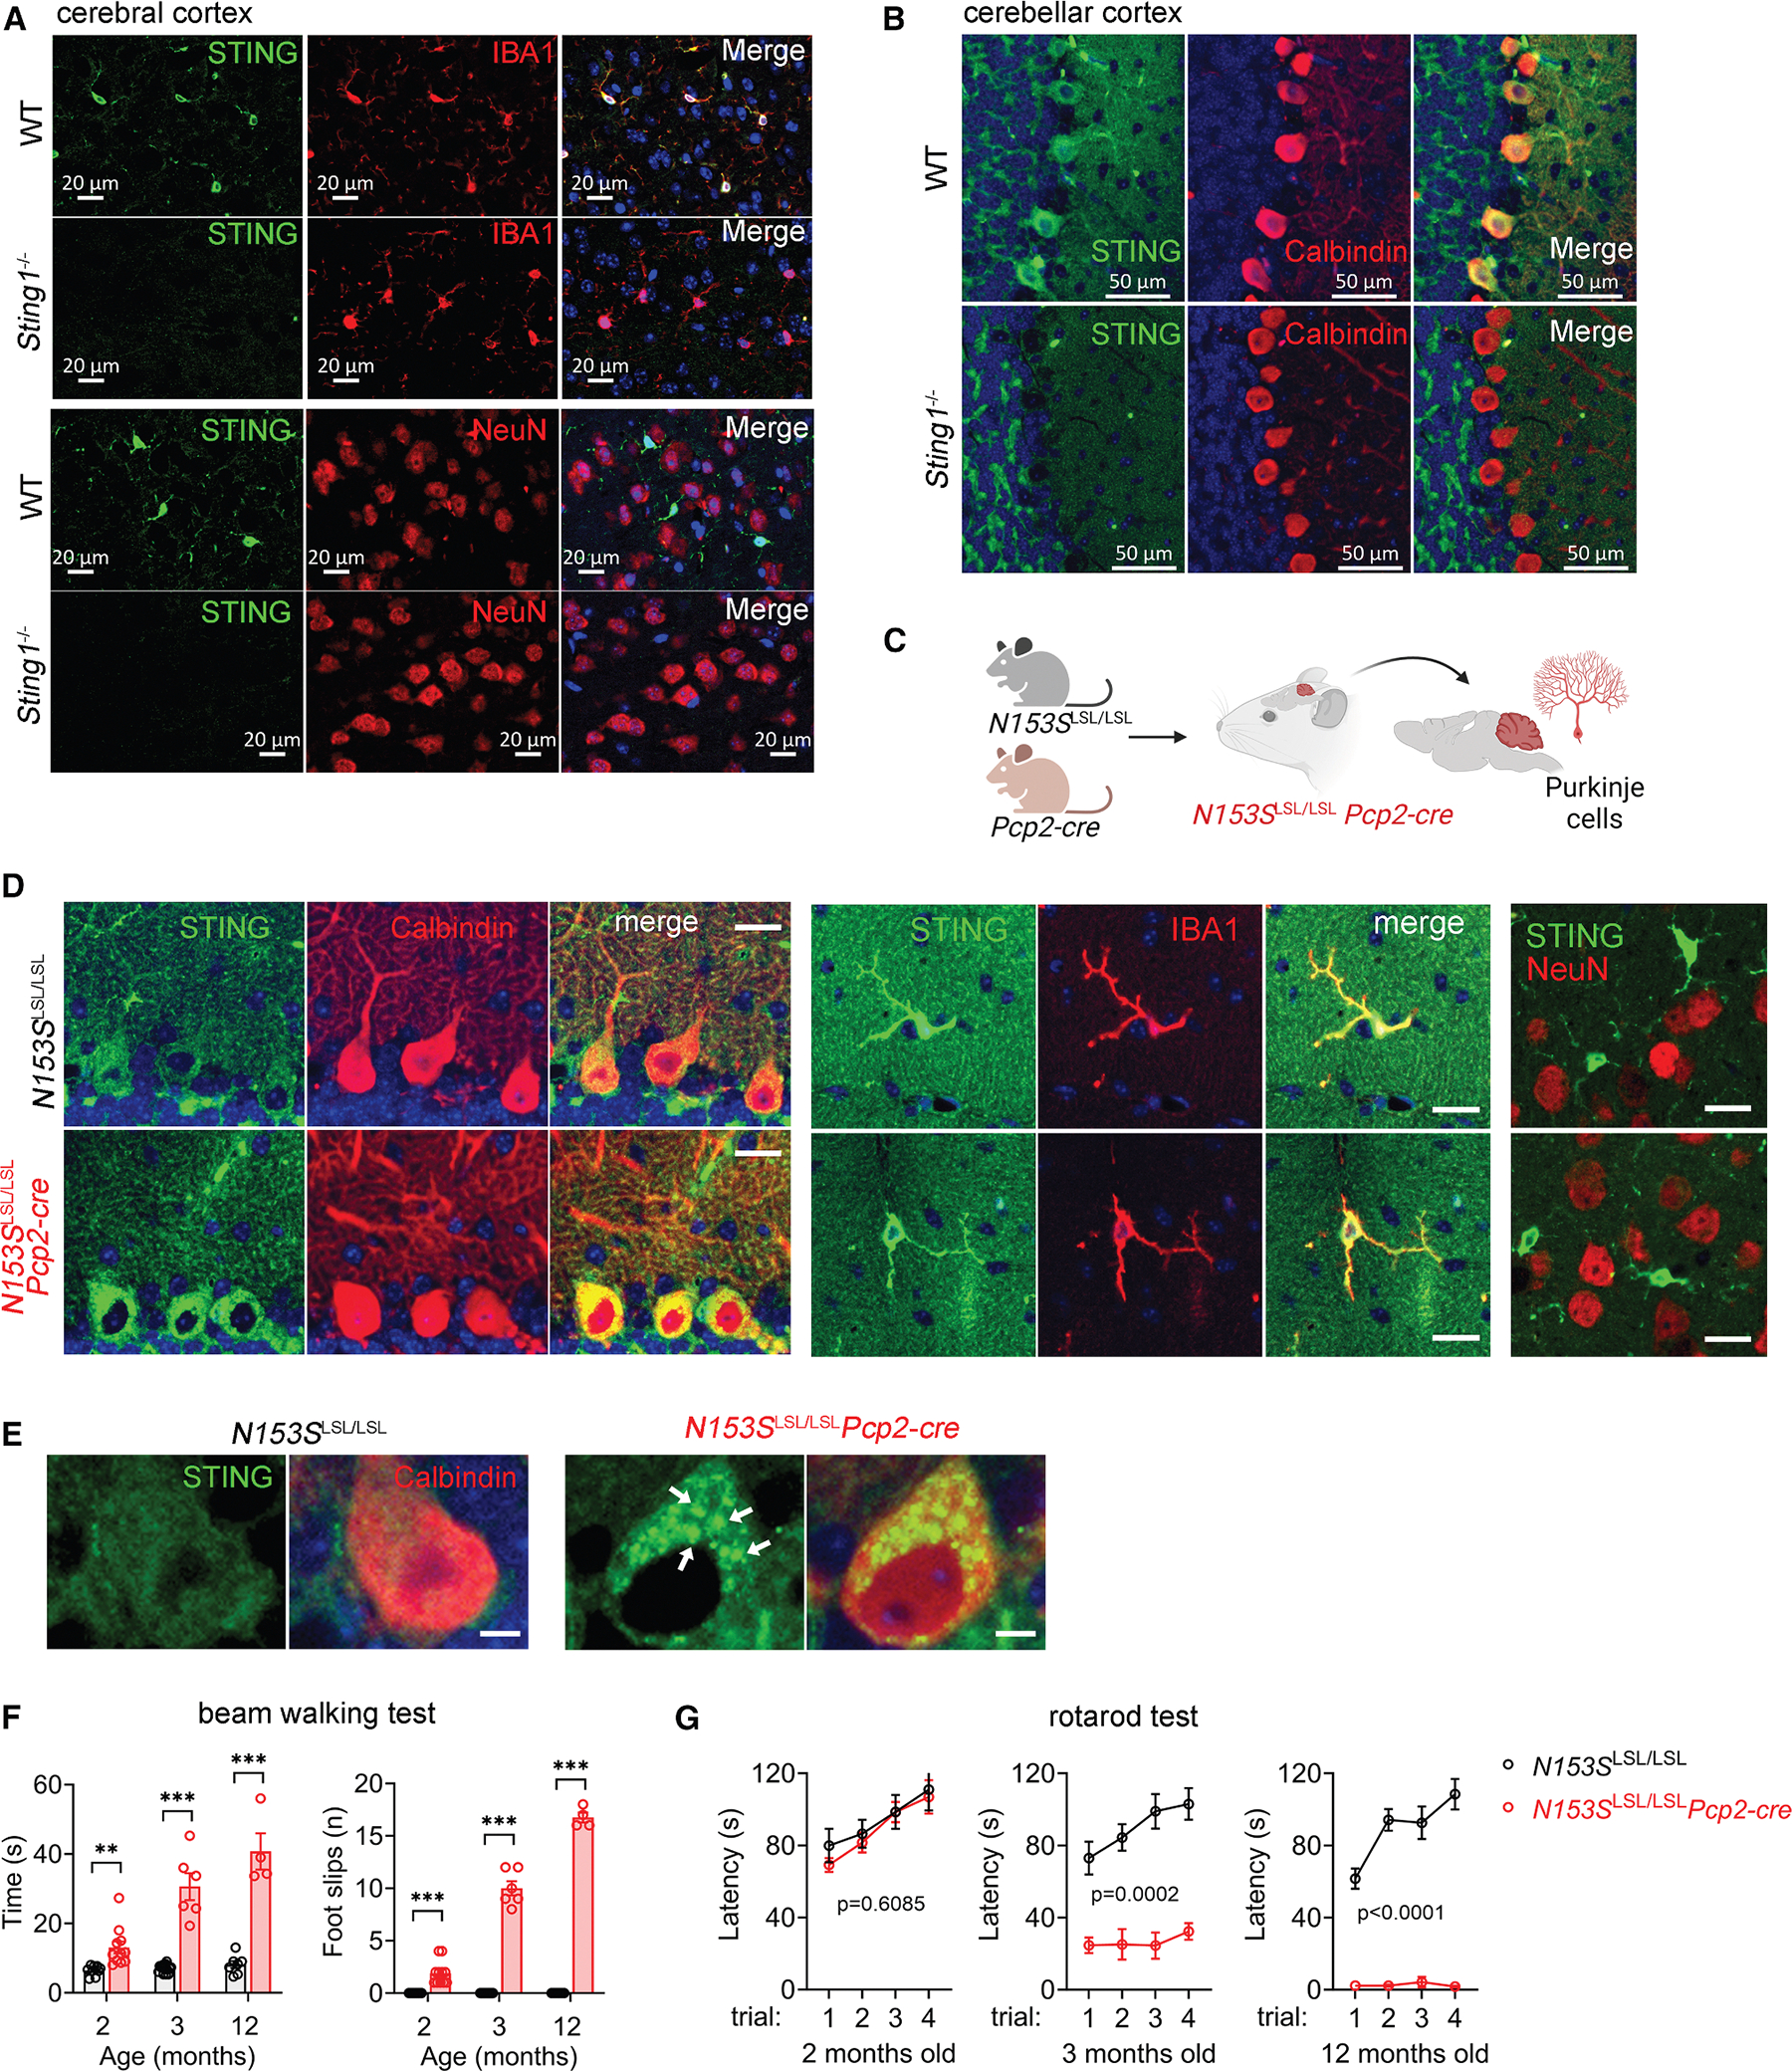
Purkinje cell-intrinsic STING signaling drives neurological disease (A and B) Immunofluorescence images of STING protein (green) in microglia (Iba1 in red), neurons (NeuN in red), and Purkinje cells (calbindin in red) in WT and *Sting1*^−/−^ mouse brains. Images are representative of at least *n* = 3 mice per genotype. Scale bars: 20 μm in (A) and 50 μm in (B). (C) A schematic graph showing the generation of N153SLSL/LSLPcp2-cre mice specifically expressing STING constitutively active N153S mutant in Purkinje cells. (D) Immunofluorescence images of STING expression (green) in Purkinje cells (calbindin in red), microglia (Iba1 in red), and neurons (NeuN in red) in 6-week-old *N153S*^LSL/LSL^*Pcp2-cre* and *N153S*^LSL/LSL^ mouse brains. Scale bars, 20 μm. Images are representative of at least *n* = 3 mice per genotype. (E) Immunofluorescence images of STING puncta (in green, denoted by white arrows) in Purkinje cells (calbindin in red) with low exposure time in 6-week-old *N153S*^LSL/LSL^*Pcp2-cre* and *N153S*^LSL/LSL^ mouse brains. Scale bar, 5 μm. Images are representative of at least 3 mice/genotype. (F and G) Beam walking and rotarod behavioral tests of *N153S*^LSL/LSL^ (*n =* 7–14) and *N153S*^LSL/LSL^*Pcp2-cre* (*n =* 4–11) mice at the indicated ages. Data are shown as mean ± SEM; **p < 0.01, ***p < 0.001, and ns, not significant; by two-tailed unpaired *t* test (E) or two-way ANOVA (F).

**Figure 2.**
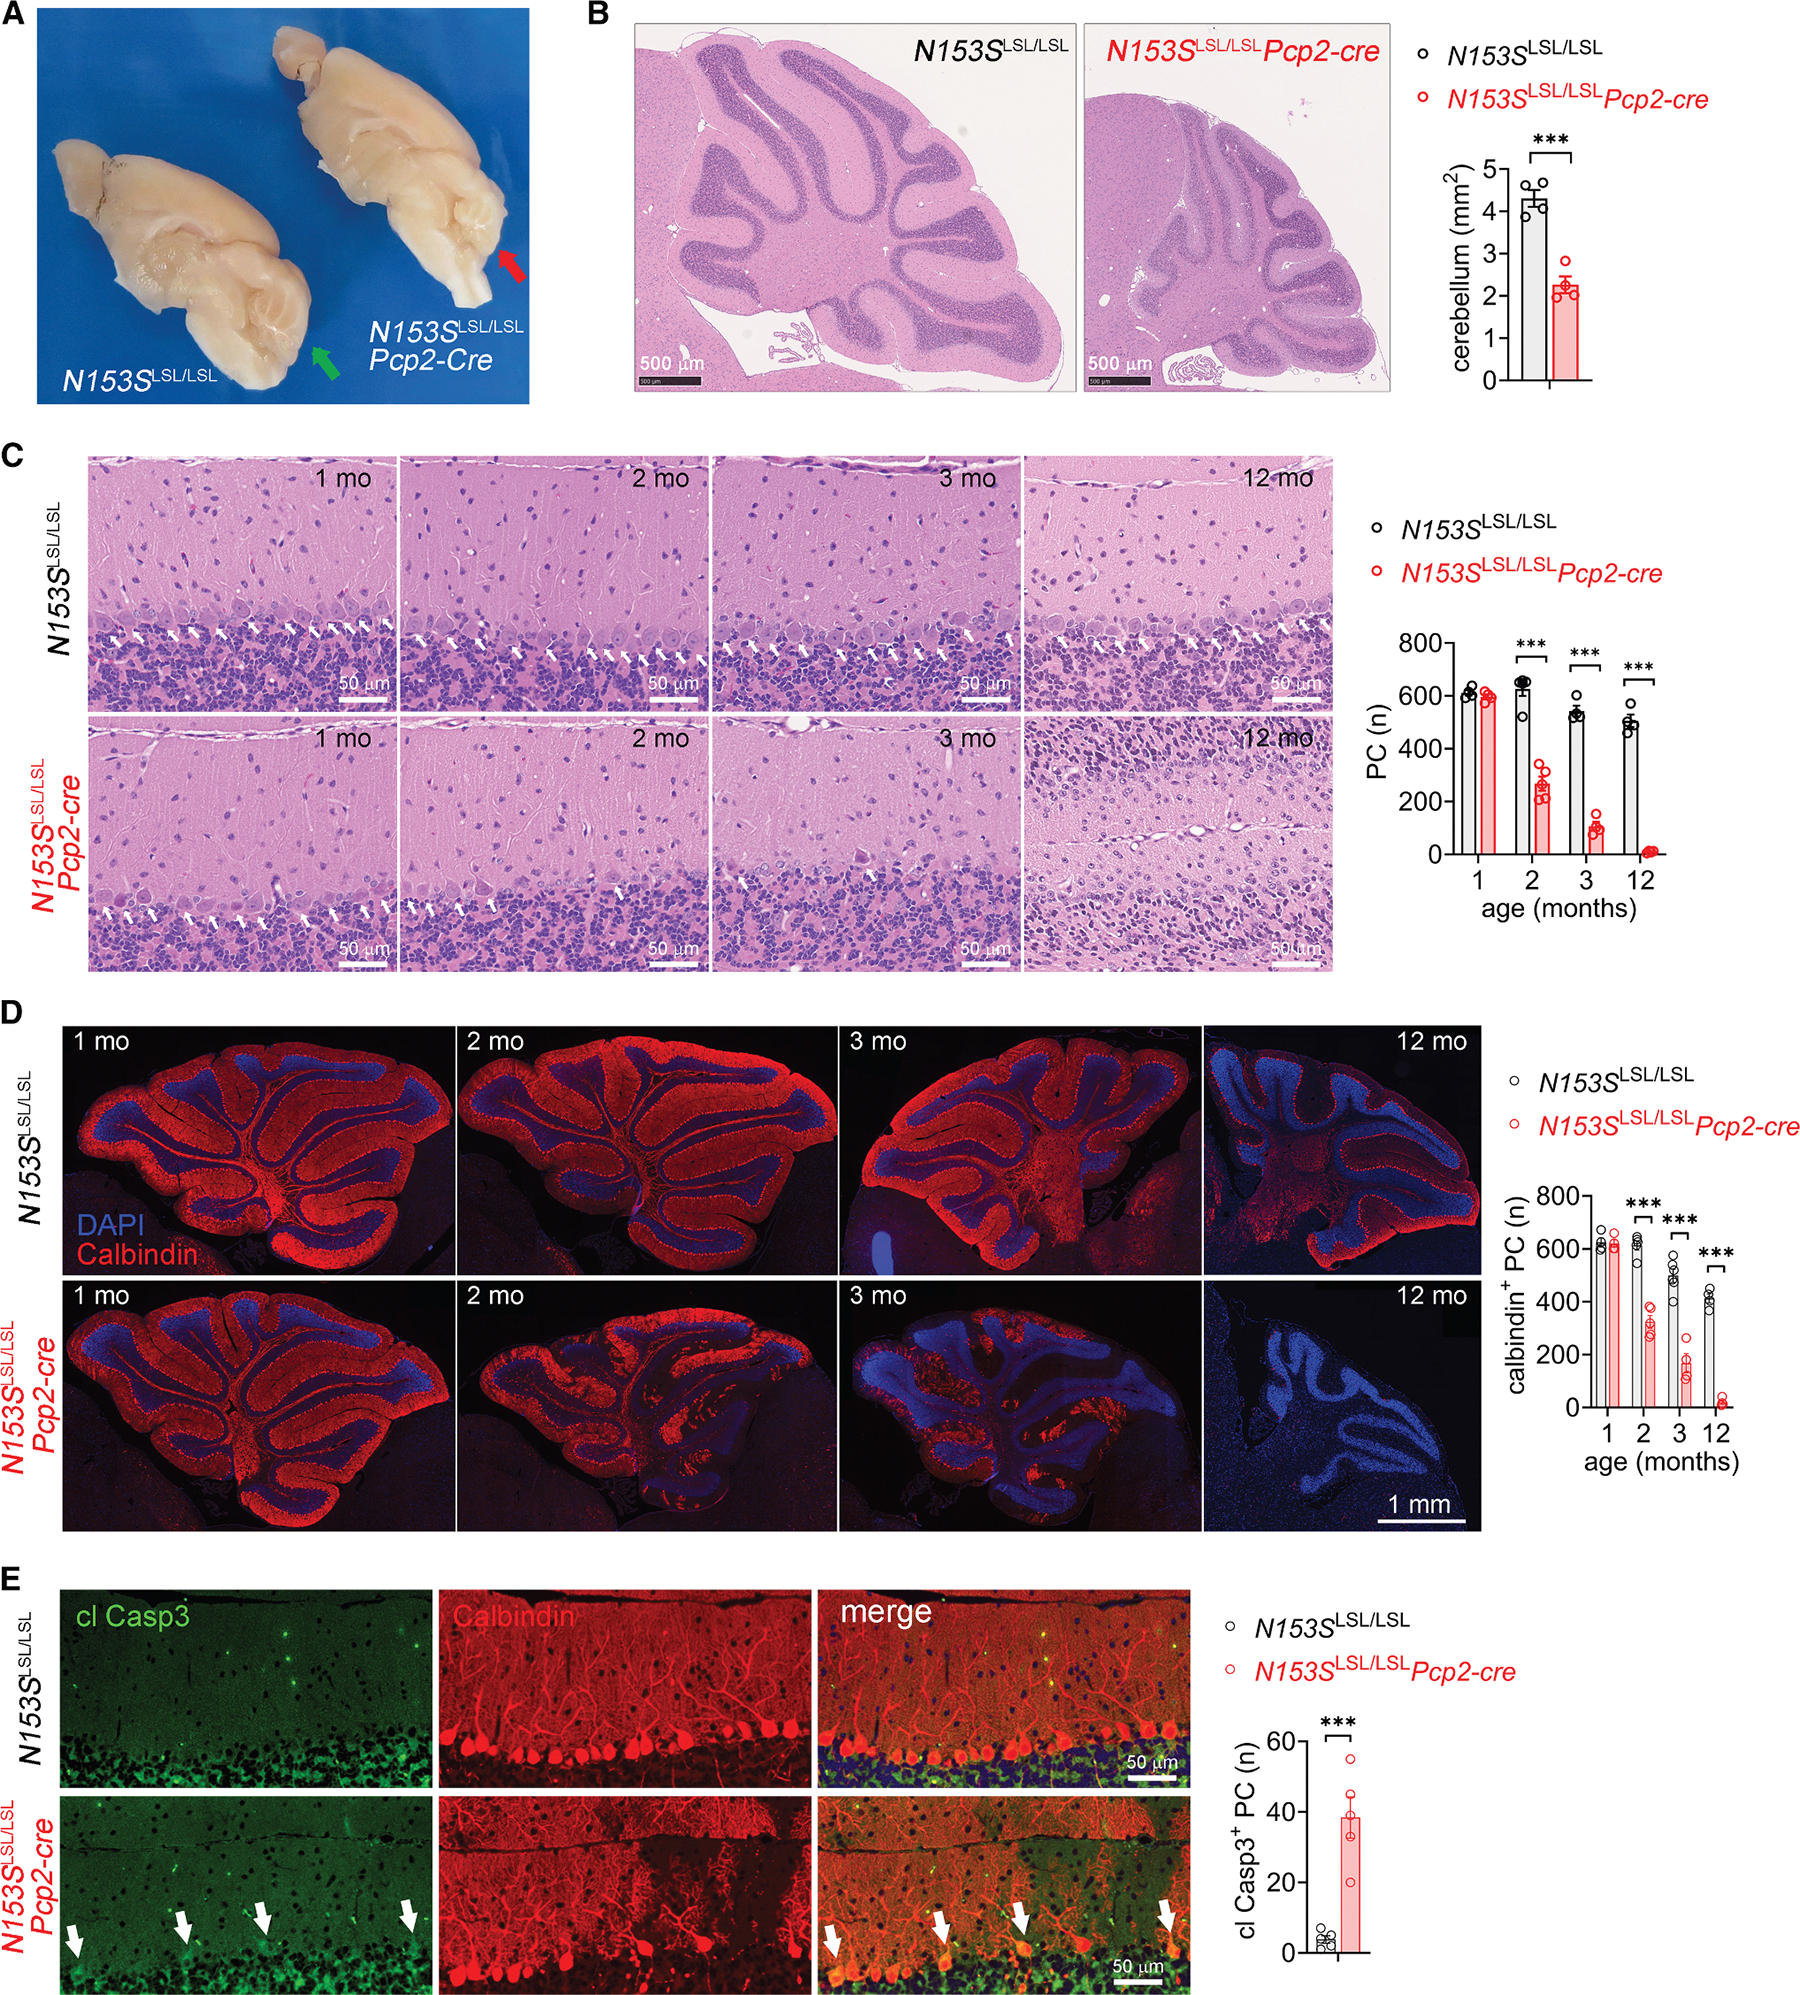
STING signaling in Purkinje cells leads to neurodegeneration (A) Images of mid-sagittally cut brains of 12-month-old *N153S*^LSL/LSL^*Pcp2-cre* and *N153S*^LSL/LSL^ littermate mice. Red arrow denotes cerebellar atrophy of *N153S*^LSL/LSL^*Pcp2-cre* mice. (B) Representative brain H&E staining of 12-month-old *N153S*^LSL/LSL^*Pcp2-cre* and *N153S*^LSL/LSL^ mice. Area of the cerebellar mid-sagittal section is quantified on the right. Data are shown as mean ± SEM; ***p < 0.001 by two-tailed unpaired *t* test. Scale bars, 500 μm. (C) Representative brain H&E staining of *N153S*^LSL/LSL^*Pcp2-cre* and *N153S*^LSL/LSL^ mice at indicated ages. Quantification of Purkinje cells is shown on the right. Data are shown as mean ± SEM; ***p < 0.001 by two-tailed unpaired *t* test. Scale bars, 50 μm. (D) Representative immunofluorescence images of Purkinje cells (calbindin in red) in *N153S*^LSL/LSL^*Pcp2-cre* and *N153S*^LSL/LSL^ mouse brains at the indicated ages. Nuclei were stained with DAPI in blue. Quantification of calbindin^+^ Purkinje cells per mid-sagittal section is shown on the right. Data are shown as mean ± SEM (*n* > 4 mice per genotype per time point). ***p < 0.001 by two-tailed unpaired *t* test. Scale bars, 1 mm. (E) Representative immunostaining of cleaved caspase 3 (in green) in 2-month-old *N153S*^LSL/LSL^*Pcp2-cre* and *N153S*^LSL/LSL^ mouse cerebella. Nuclei were stained with DAPI in blue. Quantification of cleaved Caspase 3 (cl Casp3)-positive Purkinje cells per mid-sagittal section is shown on the right. Data are shown as mean ± SEM (*n* = 5 mice per genotype). ***p < 0.001 by two-tailed unpaired *t* test. Scale bars, 50 μm.

**Figure 3.**
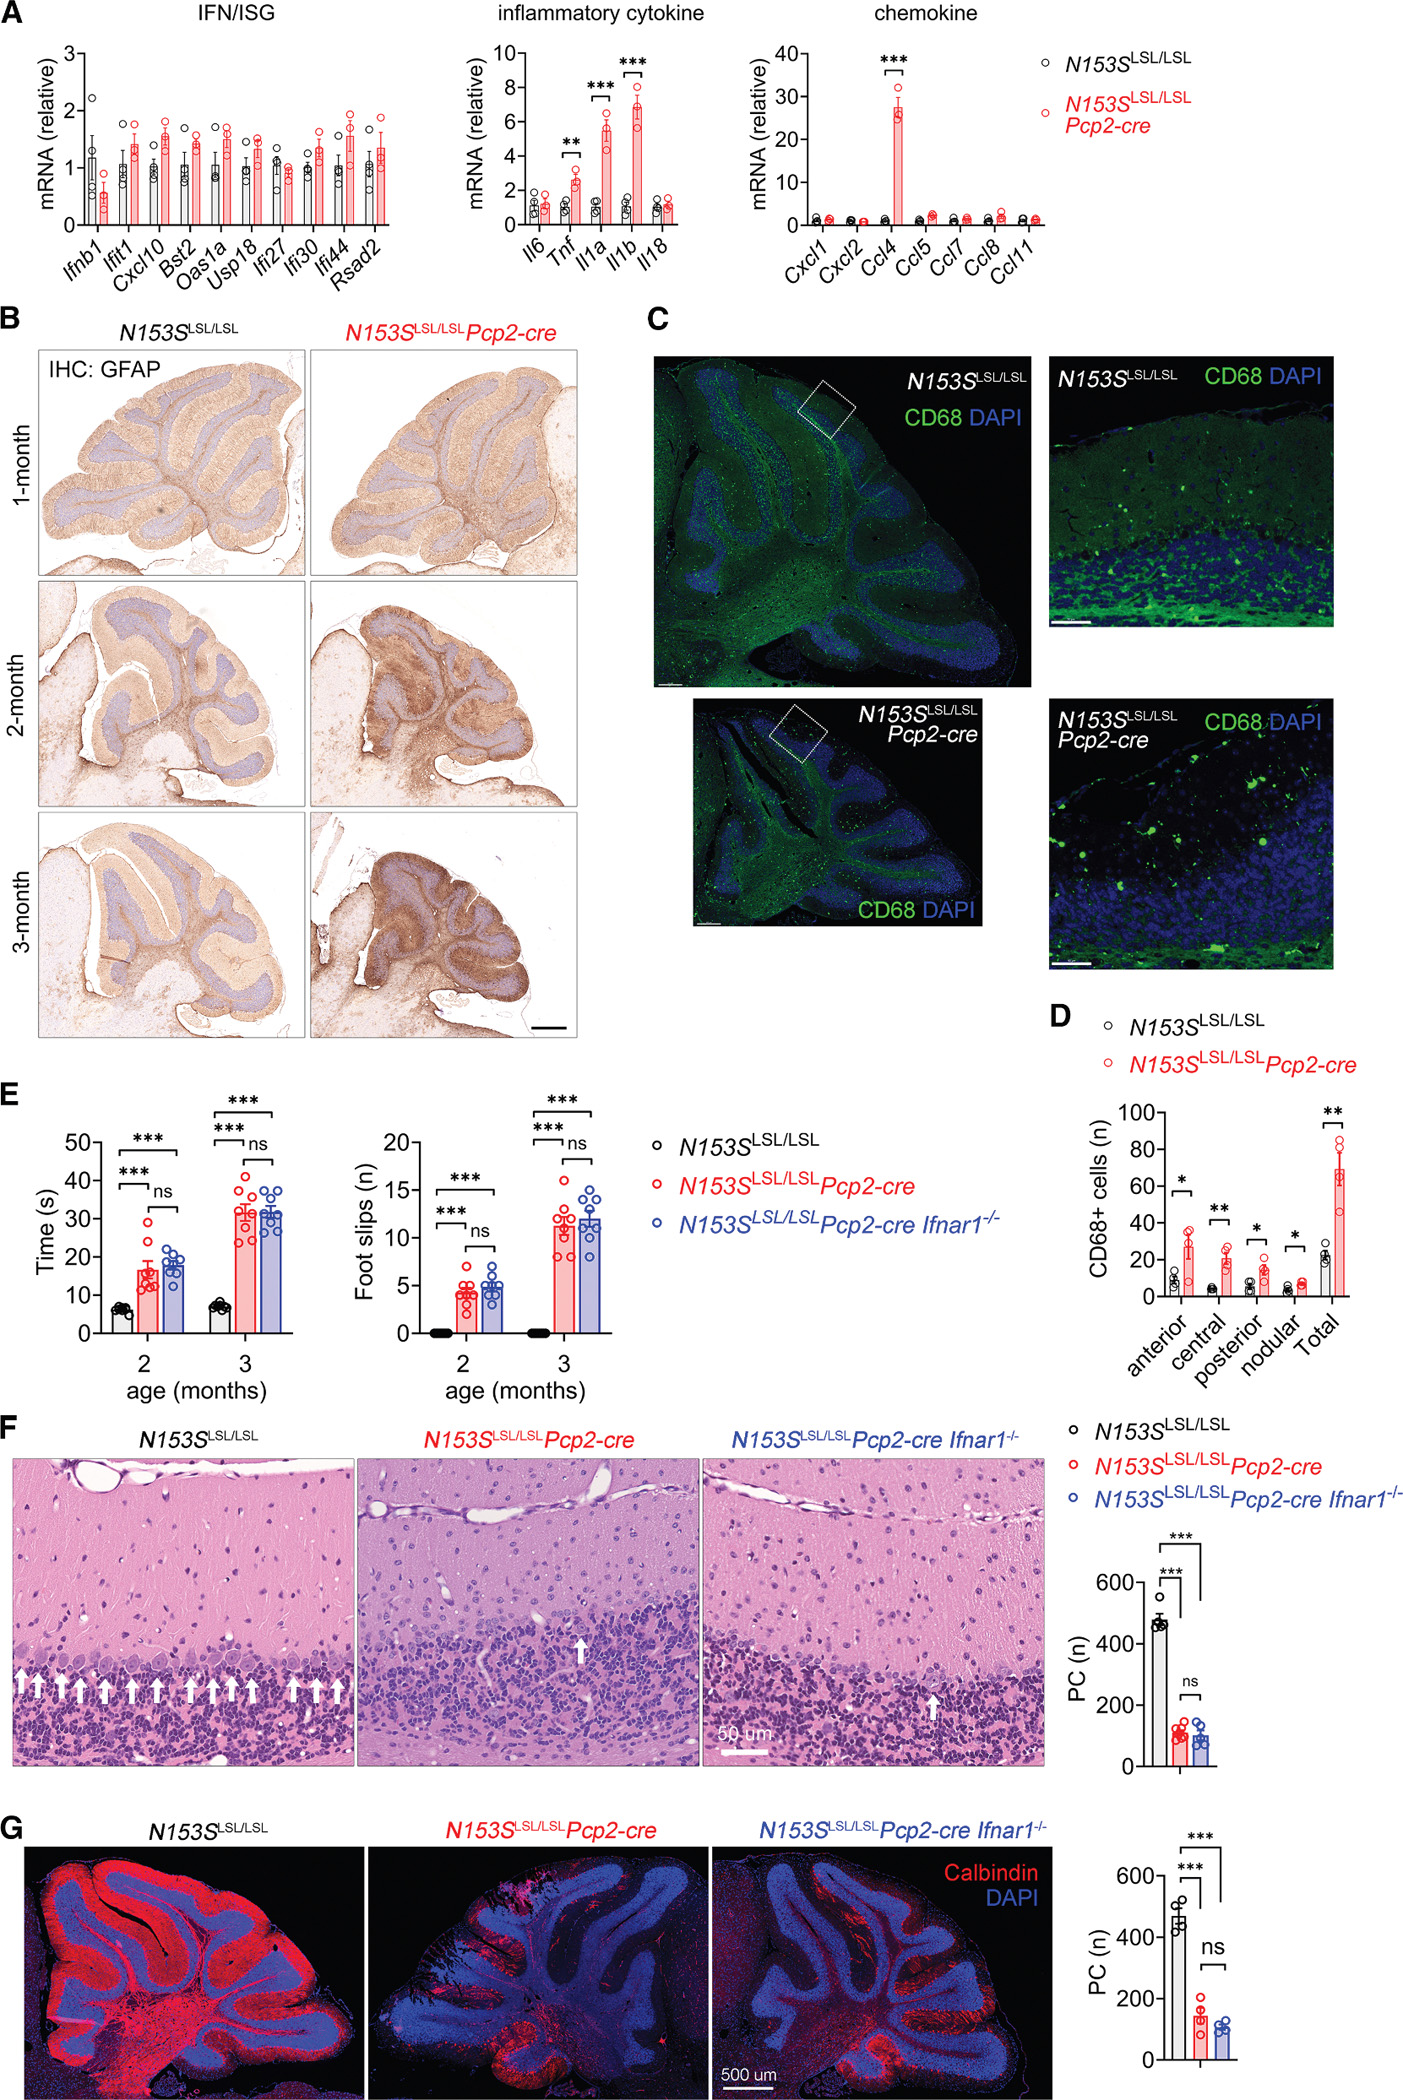
Type I IFN receptor ablation does not prevent Purkinje cell STING-mediated neurodegeneration (A) RT-qPCR analysis of 2-month-old *N153S*^LSL/LSL^ (*n* = 4) and *N153S*^LSL/LSL^*Pcp2-cre* (*n* = 3) mouse cerebella. Data are shown as mean ± SEM; two-tailed unpaired *t* test. **p < 0.01 and ***p < 0.001. (B) Representative IHC-3,3’-Diaminobenzidine (DAB) staining of astrocyte marker GFAP in *N153S*^LSL/LSL^ and *N153S*^LSL/LSL^*Pcp2-cre* mouse brains at the indicated ages. *n* = 4 per genotype per time point. Scale bars, 500 μm. (C) Representative immunofluorescence images of microglia activation marker CD68 (green) in 12-month-old *N153S*^LSL/LSL^*Pcp2-cre* and *N153S*^LSL/LSL^ mouse brains. Nuclei were stained with DAPI in blue. Note: cerebellar atrophy in *N153S*^LSL/LSL^*Pcp2-cre* brains. Scale bars: zoom-out (left panel), 200 μm; zoom-in (right panel), 50 μm. (D) Quantification of CD68^+^ microglia in anterior, central, posterior, and nodular lobes in (C). Data are shown as mean ± SEM (*n* = 4 mice per genotype). *p < 0.05 and **p < 0.01 by two-tailed unpaired *t* test. (E) Beam walking test of *N153S*^LSL/LSL^, *N153S*^LSL/LSL^*Pcp2-cre*, and *N153S*^LSL/LSL^*Pcp2-creIfnar1*^−/−^ mice at the indicated ages (*n* = 8/genotype). Data are shown as mean ± SEM; ***p < 0.001, ns, not significant, by two-tailed unpaired *t* test. (F) Representative cerebellar H&E staining of 3-month-old *N153S*^LSL/LSL^ (*n* = 5), *N153S*^LSL/LSL^*Pcp2-cre* (*n* = 7), and *N153S*^LSL/LSL^*Pcp2-creIfnar1*^−/−^ (*n* = 5) mice. Quantification of Purkinje cells is shown on the right. Data are shown as mean ± SEM; two-tailed unpaired *t* test; ***p < 0.001, ns, not significant. Scale bars, 50 μm. (G) Representative immunofluorescence images of Purkinje cells (calbindin in red) in 3-month-old *N153S*^LSL/LSL^, *N153S*^LSL/LSL^*Pcp2-cre*, and *N153S*^LSL/LSL^*Pcp2-creIfnar1*^−/−^ mice. Quantification of calbindin^+^ Purkinje cells is shown on the right (*n* = 4 mice per genotype). Data are shown as mean ± SEM; two-tailed unpaired *t* test; ***p < 0.001 and ns, not significant. Scale bars, 500 μm.

**Figure 4.**
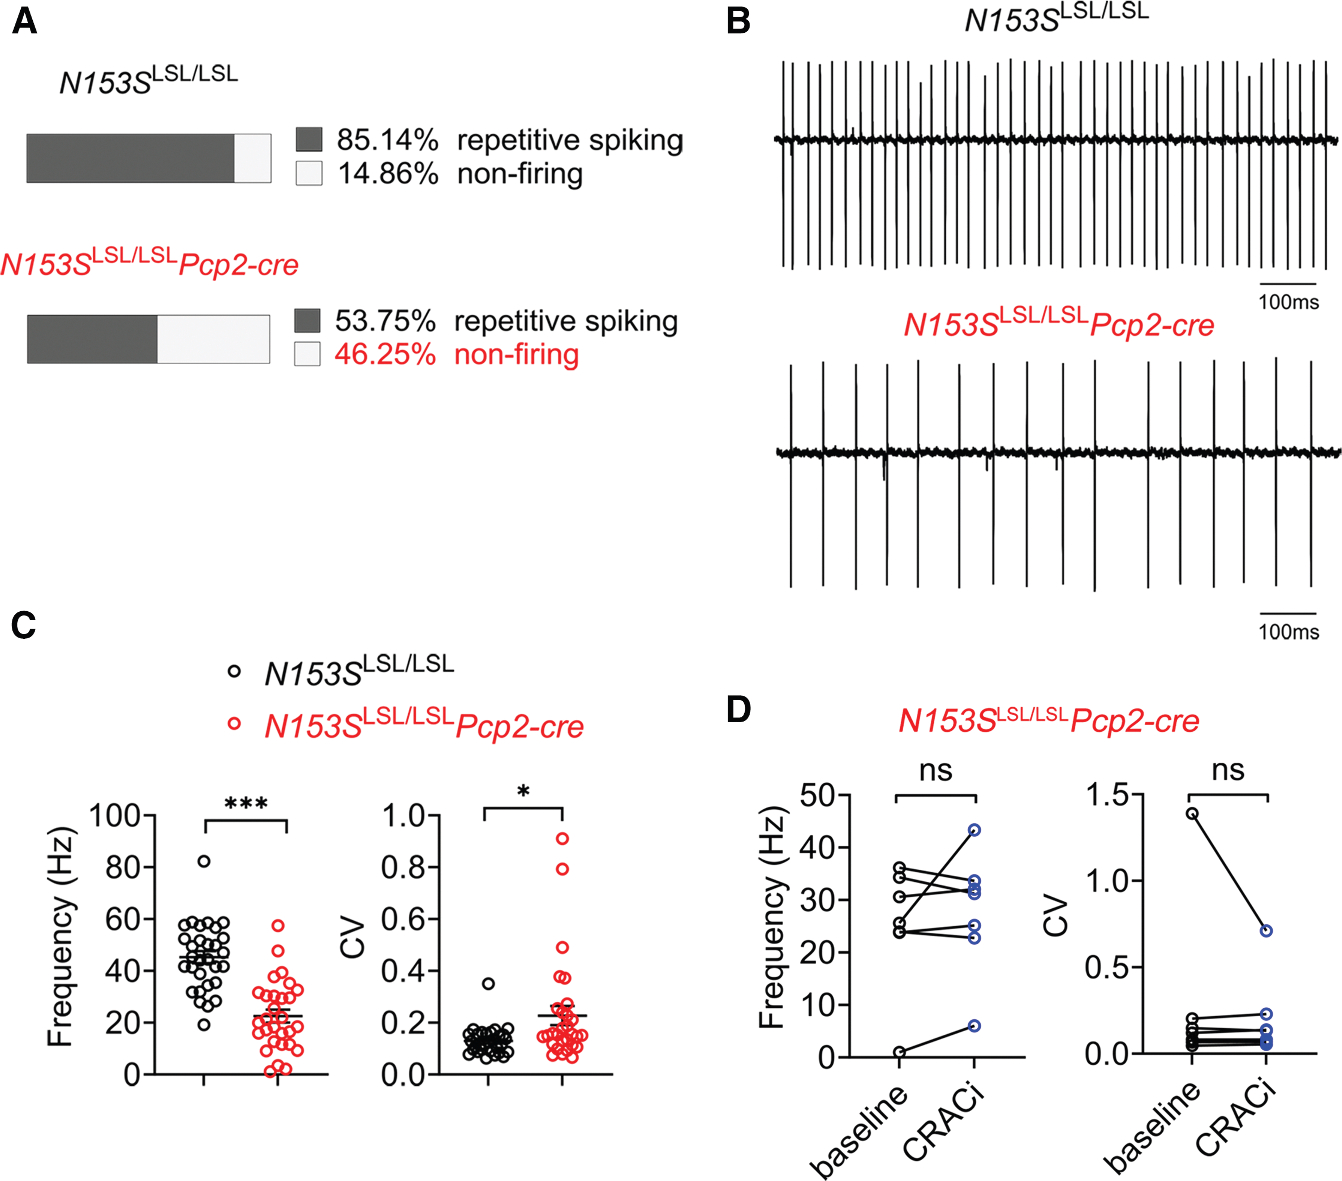
STING signaling disrupts Purkinje cells’ autonomous spiking (A) The percentage of Purkinje cells that lack spiking in 6-week-old *N153S*^LSL/LSL^ (*n* = 5) and *N153S*^LSL/LSL^*Pcp2-cre* (*n* = 3) mice brains. (B) Representative firing from *N153S*^LSL/LSL^ and *N153S*^LSL/LSL^*Pcp2-cre* Purkinje cells. (C) Firing frequency and coefficients of variation of *N153S*^LSL/LSL^ (29 cells from 5 mice) and *N153S*^LSL/LSL^*Pcp2-cre* (30 cells from 3 mice) Purkinje cells. Data were shown as mean ± SEM. *p < 0.05 and ***p < 0.001, unpaired Student’s *t* test. (D) Firing frequency and coefficients of variation of *N153S*^LSL/LSL^*Pcp2-cre* Purkinje cells (*n* = 7) treated with CRAC inhibitor GSK-7975A (CRACi, 20 μM) analyzed with a paired t test.

**Figure 5.**
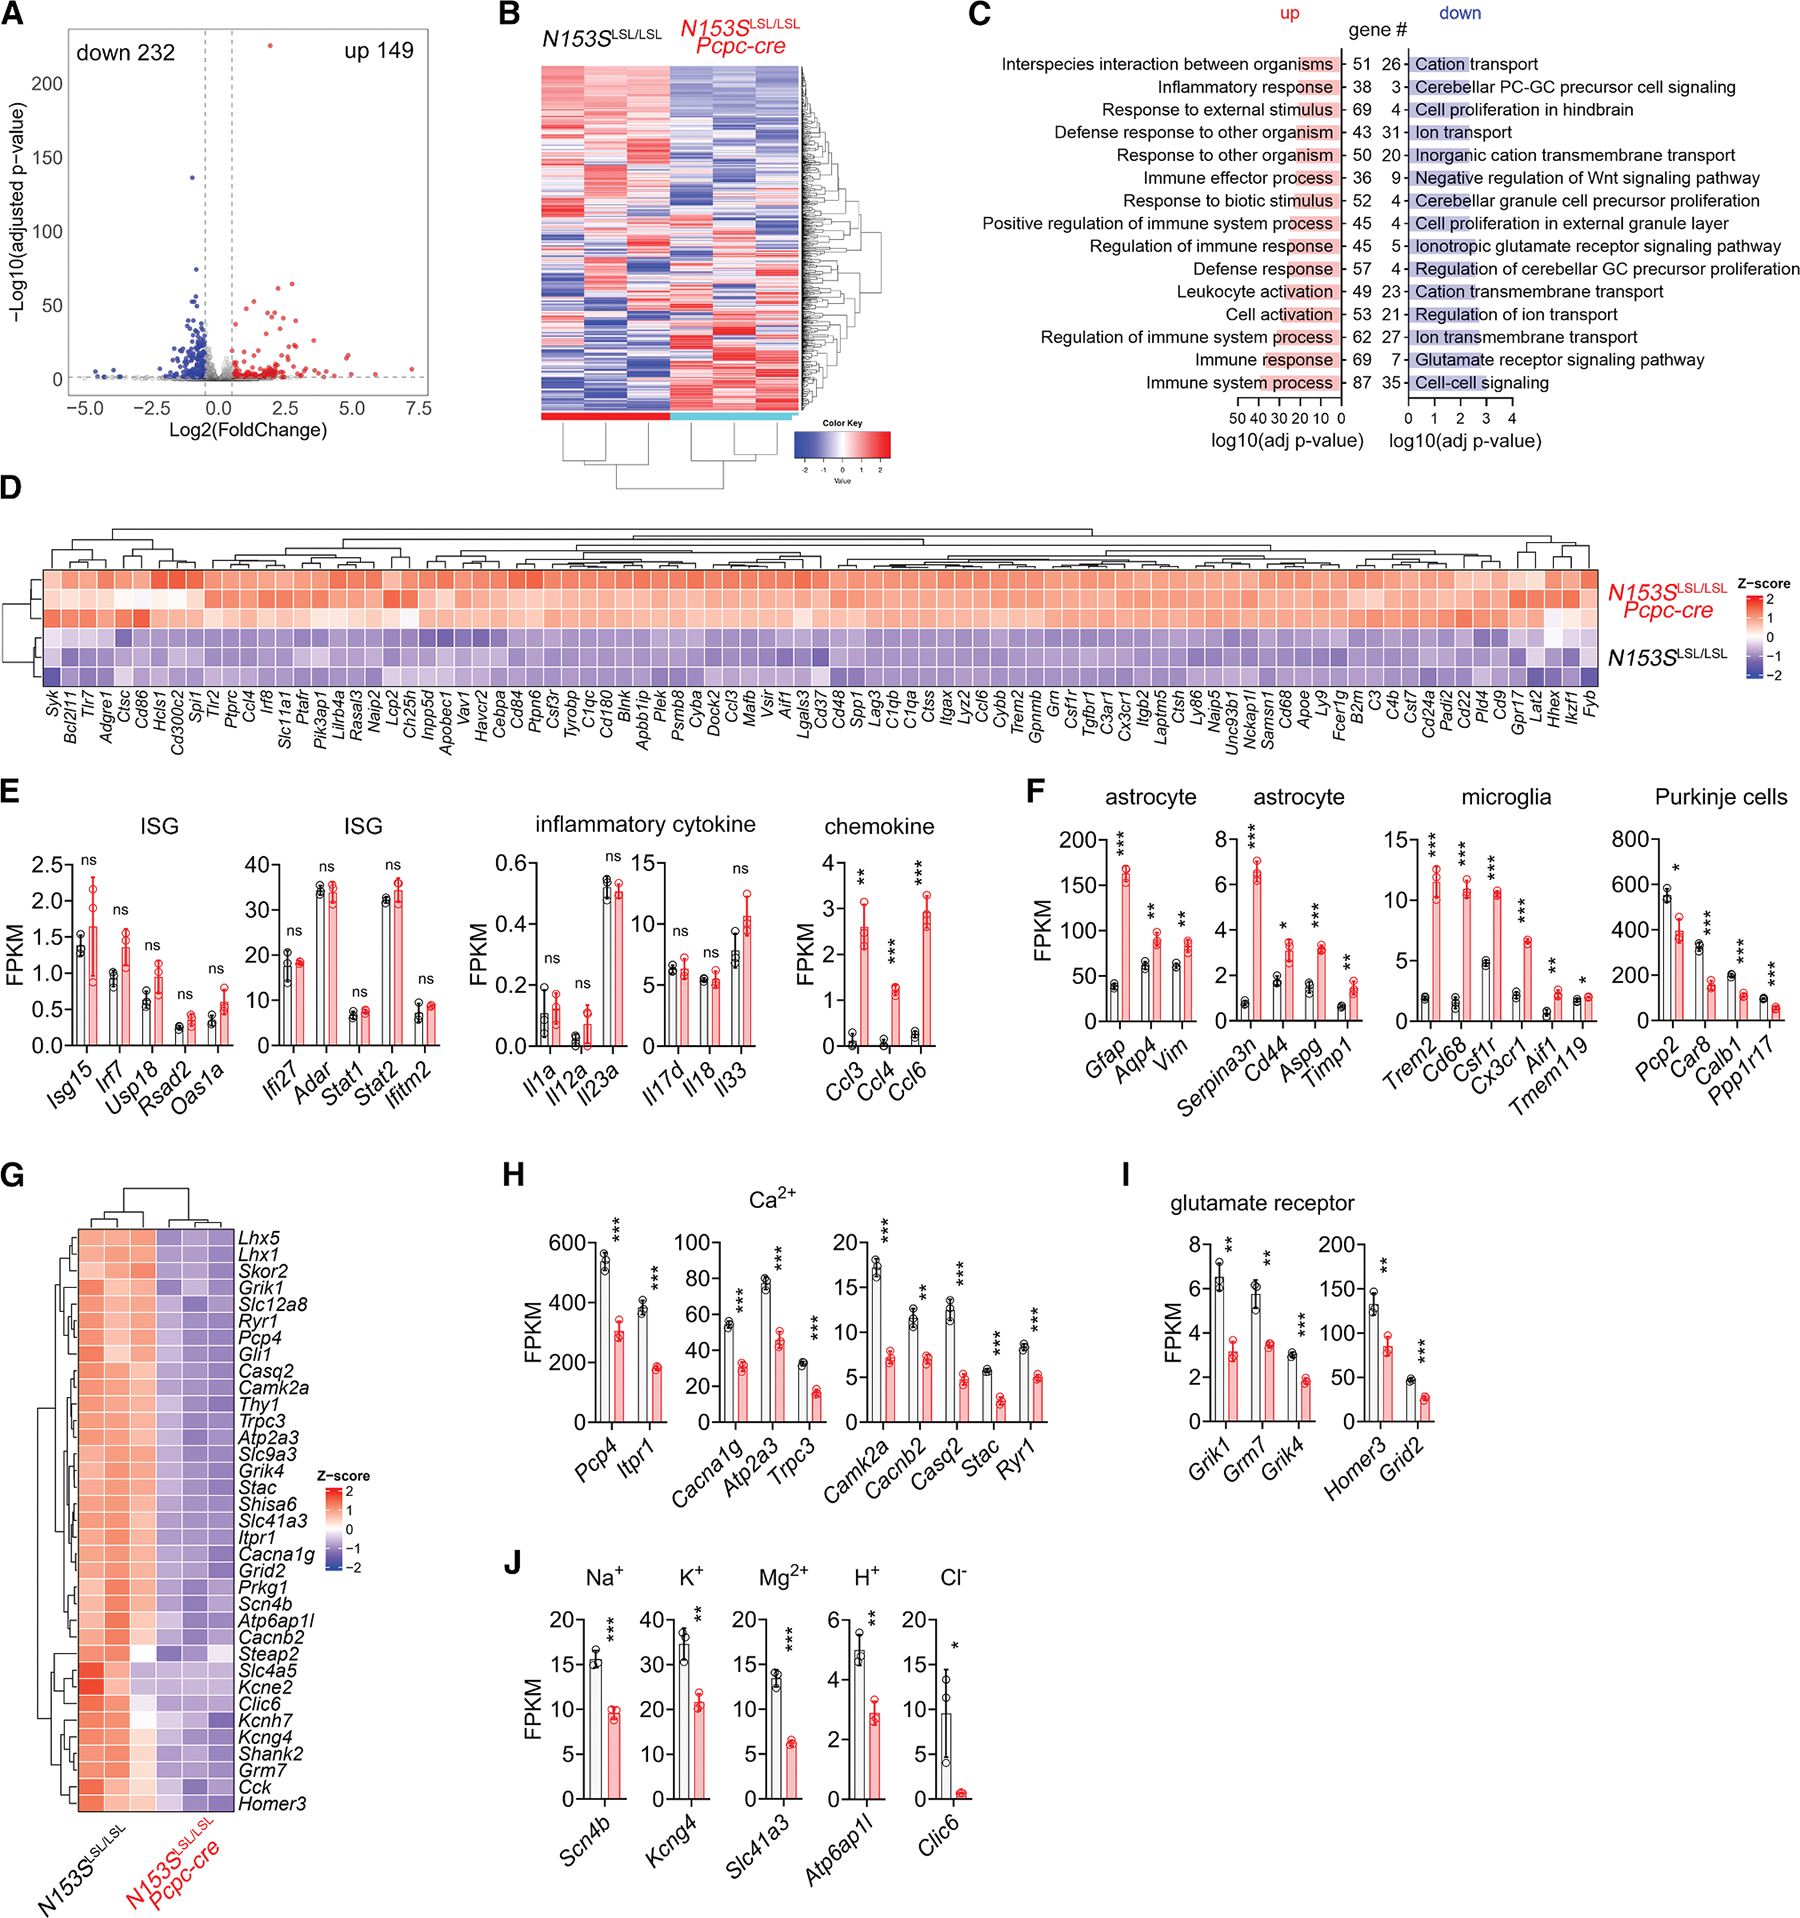
RNA-seq analysis of *N153S*^LSL/LSL^*Pcp2-cre* cerebellum (A) Volcano plot of DEGs between *N153S*^LSL/LSL^ (*n* = 3 mice) and *N153S*^LSL/LSL^*Pcp2-cre* (*n* = 3 mice) cerebella. (B) Heatmap of DEGs between *N153S*^LSL/LSL^ (*n* = 3 mice) and *N153S*^LSL/LSL^*Pcp2-cre* (*n* = 3 mice) cerebella. (C) GO analysis of DEGs between *N153S*^LSL/LSL^ (*n* = 3 mice) and *N153S*^LSL/LSL^*Pcp2-cre* (*n* = 3 mice) cerebella. (D) Heatmap of DEGs involved in immune response between *N153S*^LSL/LSL^ (*n* = 3 mice) and *N153S*^LSL/LSL^*Pcp2-cre* (*n* = 3 mice) cerebella. (E) Fragments per kilobase of exon per million mapped fragments (FPKM) of ISG, proinflammatory cytokines, and chemokines in *N153S*^LSL/LSL^ (*n* = 3 mice) and *N153S*^LSL/LSL^*Pcp2-cre* (*n* = 3 mice) cerebella. Data were shown as mean ± SEM. **p < 0.01, ***p < 0.001, and ns, not significant. Unpaired Student’s *t* test. (F) FPKM of cell-type-specific genes of astrocytes, microglia, and Purkinje cells in *N153S*^LSL/LSL^ (*n* = 3 mice) and *N153S*^LSL/LSL^*Pcp2-cre* (*n* = 3 mice) cerebella. (G) Heatmap of DEGs involved in ion transport between *N153S*^LSL/LSL^ (*n* = 3 mice) and *N153S*^LSL/LSL^*Pcp2-cre* (*n* = 3 mice) cerebella. (H–J) FPKM of genes involved in ion transport and glutamate receptor signaling in *N153S*^LSL/LSL^ (*n* = 3 mice) and *N153S*^LSL/LSL^*Pcp2-cre* (*n* = 3 mice) cerebella. Data were shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, and ns, not significant. Unpaired Student’s *t* test.

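The deposited FPKM values of genes in Figure 5E were compared with a two-sided exact permutation test, which cannot give a p under 0.10 with 3 mice against 3. Of the ISGs, *Isg15* had 1.38 ± 0.140 FPKM in control and 1.65 ± 0.681 FPKM in Pcp2-cre cerebella (SD, n = 3 mice each), and the groups overlapped (exact permutation p = 0.60). *Irf7* had 0.928 ± 0.111 and 1.36 ± 0.252 FPKM, with every Pcp2-cre mouse above every control (exact permutation p = 0.10). *Ifi27* and *Adar* differed by less than the spread between mice. Of the cytokines, *Il33* had 7.83 ± 1.40 and 10.7 ± 1.60 FPKM (SD, n = 3 mice each) without overlap. In the counts its log2 fold change was 0.24 (adjusted p = 0.285 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccl6* had 0.256 ± 0.0718 and 2.93 ± 0.348 FPKM (SD, n = 3 mice each), again without overlap.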

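In the deposited FPKM values of the genes in Figure 5F, *Gfap* had 39.04 ± 2.75 FPKM in control and 162.9 ± 8.76 FPKM in Pcp2-cre cerebella, and *Aqp4* had 61.7 ± 4.26 and 90.4 ± 7.32 FPKM (SD, n = 3 mice each). *Cx3cr1* had 2.16 ± 0.275 and 6.60 ± 0.205 FPKM. *Tmem119* had 1.70 ± 0.125 and 2.00 ± 0.0492 FPKM, and every Pcp2-cre mouse lay above every control (two-sided exact permutation test, p = 0.10, the smallest p the design allows). *Pcp2* had 552.3 ± 27.9 and 395.3 ± 53.6 FPKM (SD, n = 3 mice each), lower in every Pcp2-cre mouse.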

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		

TMEM173/STING Polyclonal antibody	Proteintech	catalog # 19851-1-AP; RRID:AB_10665370
Anti-NeuN Antibody	MilliporeSigma	catalog # MAB377; RRID:AB_2298772
Anti-Iba1/AIF1 Antibody	MilliporeSigma	catalog # MABN92; RRID:AB_10917271
Monoclonal Anti-Calbindin-D-28K antibody	MilliporeSigma	catalog #C9848; RRID:AB_476894
Anti-CD68 antibody	Abcam	catalog # ab283654; RRID:AB_2922954
Cleaved Caspase-3 (Asp175) Antibody	Cell Signaling	catalog # 9661; RRID:AB_2341188
Anti-GFAP Antibody	MilliporeSigma	catalog # MAB360; RRID:AB_11212597
Phospho-TBK1/NAK (Ser172) (D52C2) XP^®^ Rabbit mAb	Cell Signaling	catalog # 5483; RRID:AB_10693472
Phospho-STING (Ser365) (D1C4T) Rabbit mAb	Cell Signaling	catalog # 62912; RRID:AB_2799635
Anti-LC3B antibody	Abcam	cat# ab192890; RRID:AB_2827794
Goat anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor^™^ Plus 488	Thermo Fisher	catalog # A32731; RRID:AB_2633280
Donkey anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor^™^ 546	Thermo Fisher	catalog # A10036; RRID:AB_11180613
Donkey anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor^™^ 647	Thermo Fisher	catalog # A-31571; RRID:AB_162542

Biological samples		

Mouse brain tissue	This paper	N/A

Chemicals, peptides, and recombinant proteins		

Ruxolitinib	MedChemExpress	Cat. No.: HY-50856
GSK-7975A	MilliporeSigma	Cat. No.: 5343510001
TRI Reagent	MilliporeSigma	Cat. No.: T9424
iScript^™^ cDNA Synthesis Kit	Bio-Rad	Cat. No.: 1708890
iTaq Universal SYBR Green Supermix	Bio-Rad	Cat. No.: 1725120

Deposited data		

RNA-seq dataset	This paper	GSE300185

Experimental models: Organisms/strains		

*Sting1* N153S Lox-STOP-Lox	Jonathan J Miner (University of Pennsylvania)^18^	Strain #:039266 RRID:IMSR_JAX:039266
B6.129-Tg(Pcp2-cre)2Mpin/J	The Jackson Laboratory	Strain #:004146 RRID:IMSR_JAX:004146
B6(Cg)-*Ifnar1^tm1-2Ees^*/J	The Jackson Laboratory	Strain #:028288 RRID:IMSR_JAX:028288
C57BL/6J mice	The Jackson Laboratory	Strain #:000664 RRID:IMSR_JAX:000664
*Sting1* −/−	Glen N Barber (University of Miami)^37^	N/A

Oligonucleotides		

*m*-Ifnb1 Fwd: 5' -GTCCTCAACTGCTCTCCACT-3'	Sigma-Aldrich	Customized
*m*-Ifnb1 Rev: 5' -CCTGCAACCACCACTCATTC-3'	Sigma-Aldrich	Customized
*m*-Ifit1 Fwd: 5' -TTCACATGGA AGCTGCTATT TGAAA-3'	Sigma-Aldrich	Customized
*m*-Ifit1 Rev: 5' -TGCTC AGCTGCTCGC TCTGGATCAA-3'	Sigma-Aldrich	Customized
*m*-Cxcl10 Fwd: 5' -GGGATCCCTCTCGCAAGGACGGTCC-3'	Sigma-Aldrich	Customized
*m*-Cxcl10 Rev: 5' -ACGCTTTCATTAAATTCTTGATGGT-3 '	Sigma-Aldrich	Customized
*m*-Oas1a Fwd: 5' -GGATGGCATAGATTCTGGGA-3'	Sigma-Aldrich	Customized
*m*-Oas1a Rev: 5' -CTGCATCAGGAGGTGGAGTT-3'	Sigma-Aldrich	Customized
*m*-Bst2 Fwd: 5' -CAAACTCCTGCAACCTGACCGT-3 '	Sigma-Aldrich	Customized
*m*-Bst2 Rev: 5' -CTCCTGGTTCAGCTTCGTGACT-3 '	Sigma-Aldrich	Customized
*m*-Usp18 Fwd: 5' -GTGTCCGTGATCTGGTCCTT-3'	Sigma-Aldrich	Customized
*m*-Usp18 Rev: 5' -CTGCAGAAATACAACGTGCC-3 '	Sigma-Aldrich	Customized
*m*-If¡27 Fwd: 5' -ACATCATTGGATTCGGTTCCTG-3'	Sigma-Aldrich	Customized
*m*-If¡27 Rev: 5' -TGGAGACAATGGAAGCCACC-3 '	Sigma-Aldrich	Customized
*m*-If¡30 Fwd: 5' -GGATAAGCTGGAAAAGGAGGCAG-3 '	Sigma-Aldrich	Customized
*m*-If¡30 Rev: 5' -TCTGGTGACACCTCAGGAGCAT-3 '	Sigma-Aldrich	Customized
*m*-If¡44 Fwd: 5' -AACTGACTGCTCGCAATAATGT-3'	Sigma-Aldrich	Customized
*m*-If¡44 Rev: 5' -GTAACACAGCAATGCCTCTTGT-3 '	Sigma-Aldrich	Customized
*m*-Rsad2 Fwd: 5' -GGACGCTTCATGGTGTTATTTG-3'	Sigma-Aldrich	Customized
*m*-Rsad2 Rev: 5' -TGATTGGTCGCCTGTTTATCT-3 '	Sigma-Aldrich	Customized
m-Il6 Fwd: 5' -CACAAGTCCGGAGAGGAGAC-3'	Sigma-Aldrich	Customized
m-Il6 Rev: 5' -CAGAATTGCCATTGCACAAC-3'	Sigma-Aldrich	Customized
*m*-Tnf Fwd: 5' -CTACCTTGTTGCCTCCTCTTT-3 '	Sigma-Aldrich	Customized
*m*-Tnf Rev: 5' -GAGCAGAGGTTCAGTGATGTAG-3 '	Sigma-Aldrich	Customized
m-Il1a Fwd: 5' -CGAAGACTACAGTTCTGCCATT-3 '	Sigma-Aldrich	Customized
m-Il1a Rev: 5' -GACGTTTCAGAGGTTCTCAGAG-3'	Sigma-Aldrich	Customized
m-Il1b Fwd: 5' -GCTTCCTTGTGCAAGTGTCT-3'	Sigma-Aldrich	Customized
m-Il1b Rev: 5' -GGTGGCATTTCACAGTTGAG-3'	Sigma-Aldrich	Customized
m-Il18 Fwd: 5' -GACTCTTGCGTCAACTTCAAGG-3'	Sigma-Aldrich	Customized
m-Il18 Rev: 5' -CAGGCTGTCTTTTGTCAACGA-3'	Sigma-Aldrich	Customized
*m*-Cxcl1 Fwd: 5' -GCTTGAAGGTGTTGCCCTCAG-3 '	Sigma-Aldrich	Customized
*m*-Cxcl1 Rev: 5' -AAGCCTCGCGACCATTCTTG-3 '	Sigma-Aldrich	Customized
*m*-Cxcl2 Fwd: 5' -GCGCTGTCAATGCCTGAAGA-3 '	Sigma-Aldrich	Customized
*m*-Cxcl2 Rev: 5' -TTTGACCGCCCTTGAGAGTG-3 '	Sigma-Aldrich	Customized
*m*-Ccl4 Fwd: 5' -AAACCTAACCCCGAGCAACA-3 '	Sigma-Aldrich	Customized
*m*-Ccl4 Rev: 5' -CCATTGGTGCTGAGAACCCT-3 '	Sigma-Aldrich	Customized
*m*-Ccl5 Fwd: 5' -ACTCCCTGCTGCTTTGCCTAC-3 '	Sigma-Aldrich	Customized
*m*-Ccl5 Rev: 5' -ACTTGCTGGTGTAGAAATACT-3 '	Sigma-Aldrich	Customized
*m*-Ccl7 Fwd: 5' -CAGAAGGATCACCAGTAGTCGG-3 '	Sigma-Aldrich	Customized
*m*-Ccl7 Rev: 5' -ATAGCCTCCTCGACCCACTTCT-3'	Sigma-Aldrich	Customized
*m*-Ccl8 Fwd: 5' -AAGCTGACTGGGCCAGATAAGGCTC-3'	Sigma-Aldrich	Customized
*m*-Ccl8 Rev: 5' -CAAGGATCTCCATGTACTCACTGAC-3 '	Sigma-Aldrich	Customized
*m*-Ccl11 Fwd: 5' -GATCTTCTTACTGGTCATGATAAAGCA-3'	Sigma-Aldrich	Customized
*m*-Ccl11 Rev: 5' -TGTCTCCCTCCACCATGCA-3 '	Sigma-Aldrich	Customized
*m*-Gapdh Fwd: 5' -TTCACCACCATGGAGAAGGC-3'	Sigma-Aldrich	Customized
*m*-Gapdh Rev: 5' -GGCATCGACTGTGGTCATGA-3'	Sigma-Aldrich	Customized
*m*-Hprt Fwd: 5' -ATGTCATGAAGGAGATGGGAGGCCA-3'	Sigma-Aldrich	Customized
*m*-Hprt Rev: 5' -TCTCCACCAATAACTTTTATGTCCC-3 '	Sigma-Aldrich	Customized
*m*-Actb Fwd: 5' -TTCTTTGCAGCTCCTTCGTT-3'	Sigma-Aldrich	Customized
*m*-Actb Rev: 5' -ATGGAGGGGAATACAGCCC-3'	Sigma-Aldrich	Customized

Software and algorithms		

GraphPad Prism	GraphPad Software	RRID:SCR_002798
ZEISS ZEN Microscopy Software	ZEISS	RRID:SCR_013672
Adobe Photoshop	Adobe	RRID:SCR_014199
QuPath	QuPath	RRID:SCR_018257
Fiji	NIH	RRID:SCR_002285
Axopatch 200B Patch Clamp Amplifier	AutoMate Scientific, Inc.	RRID:SCR_018866
pClamp-10 software	Molecular Devices	RRID:SCR_011323

Other		

Allen Brain Map Transcriptomics Explorer	Allen Institute	N/A
Mouse Brain Atlas	http://mousebrain.org/	N/A

# Supplementary material for: Autonomous STING signaling in Purkinje cells drives neurodegeneration independent of type I interferon
**Source:** Cell Rep. Author manuscript; Available in PMC 2025 Dec 29.
**Supplement:** 1

**Cell Reports, Volume 44**

## **Supplemental information**

### **Autonomous STING signaling in Purkinje cells drives neurodegeneration independent of type I interferon**

**Kun Yang, Miranda Dunn, Gustavo Torres-Ramirez, Nicole Dobbs, Vikram G. Shakkottai, and Nan Yan**

Supplementary figures

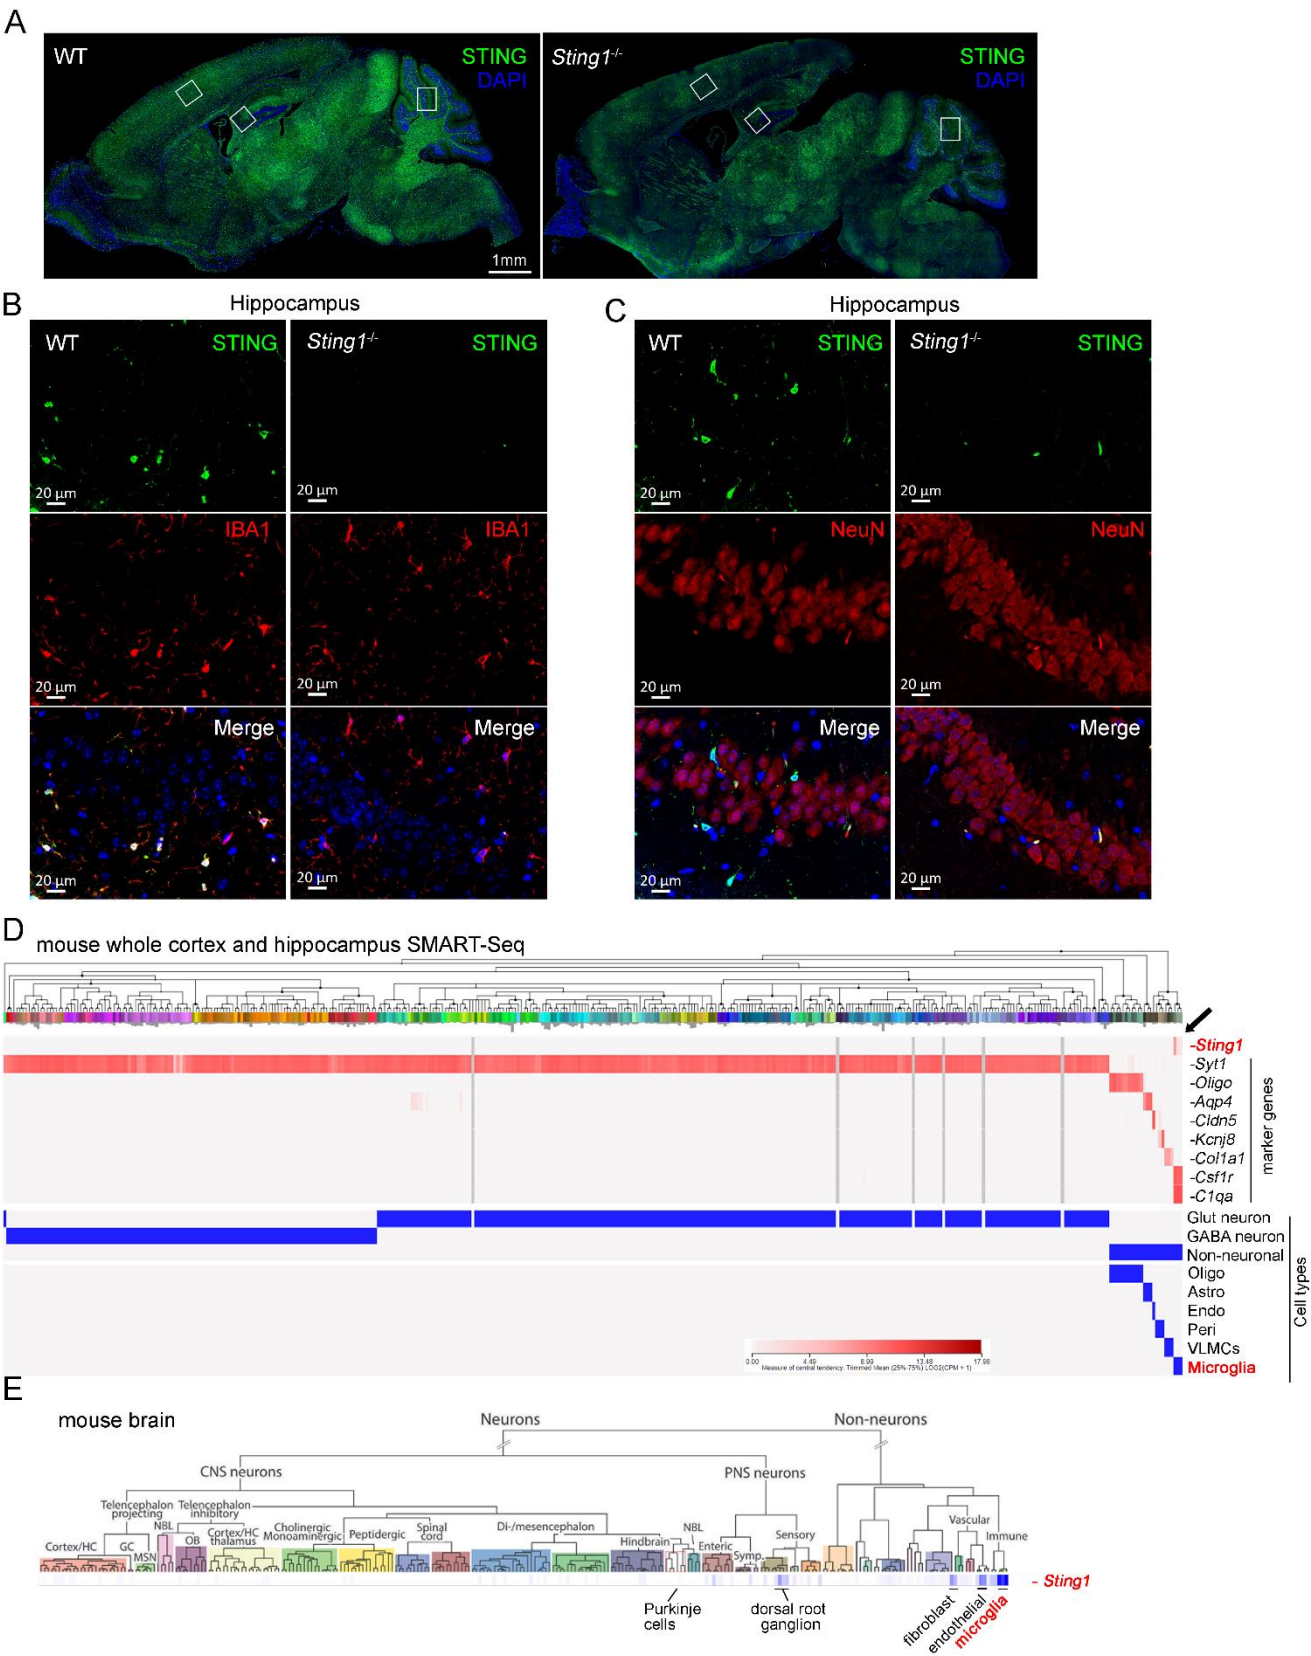

Figure S1. *Sting1* expression in brain cells.

(A) Representative immunofluorescence images of STING protein (green) in WT and *Sting1*<sup>-/-</sup> mouse brains. Note: opposite hemispheres were sectioned in two genotypes and *Sting1*<sup>-/-</sup> image was mirrored horizontally for visualization. (B, C) Representative immunofluorescence images of STING protein (green) in microglia (Iba1), neurons (NeuN) in hippocampi of WT and *Sting1*<sup>-/-</sup> mice. (D) Heat map of *Sting1* and cell type marker genes mRNA expression in different brain cell types. Data are from the whole mouse cortex and hippocampus SMART-seq available at Allen Brain Map Transcriptomics Explorer. (E) Heat map of *Sting1* mRNA expression in different brain cell types. Data are from scRNA-seq of the adolescent mouse brain available at <http://mousebrain.org/>.

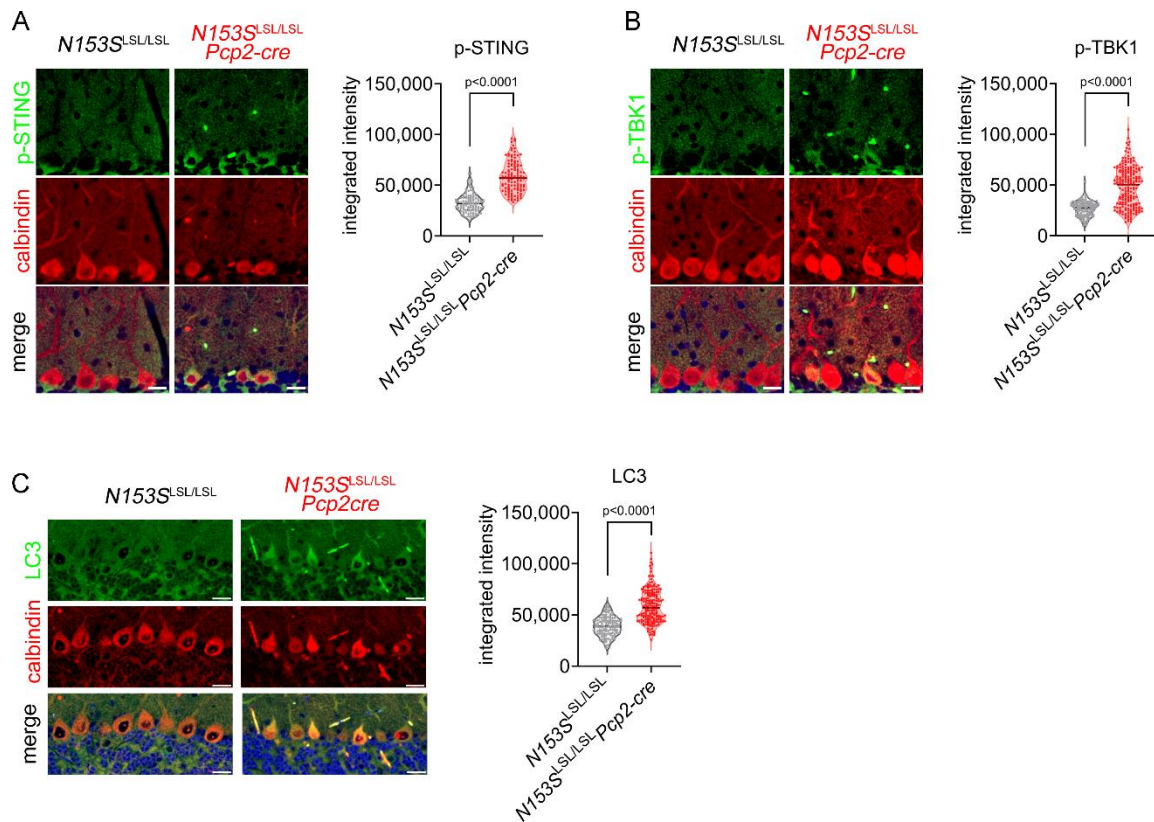

**Figure S2. Activation of STING signaling in *N153S<sup>LSL/LSL</sup>Pcp2-cre* Purkinje cells.**

**(A)** Representative immunofluorescence images of p-STING (green) in Purkinje cells (calbindin in red) of 1-month-old *N153S<sup>LSL/LSL</sup>* and *N153S<sup>LSL/LSL</sup>Pcp2-cre* mice. Quantification of p-STING intensity in Purkinje cell soma is shown on the right (more than 110 randomly selected Purkinje cells from 4 mice per genotype). Data are shown as mean  $\pm$  SEM; two-tailed unpaired t-test. **(B)** Representative immunofluorescence images of p-TBK1 (green) in Purkinje cells (calbindin in red) of 1-month-old *N153S<sup>LSL/LSL</sup>* and *N153S<sup>LSL/LSL</sup>Pcp2-cre* mice. Quantification of p-STING intensity in Purkinje cell soma is shown on the right (more than 140 randomly selected Purkinje cells from 4 mice per genotype). Data are shown as mean  $\pm$  SEM; two-tailed unpaired t-test. **(C)** Representative immunofluorescence images of LC3 (green) in Purkinje cells (calbindin in red) of 1-month-old *N153S<sup>LSL/LSL</sup>* and *N153S<sup>LSL/LSL</sup>Pcp2-cre* mice. Quantification of p-STING intensity in Purkinje cell soma is shown on the right (more than 130 randomly selected Purkinje cells from 4 mice per genotype). Data are shown as mean  $\pm$  SEM; two-tailed unpaired t-test.

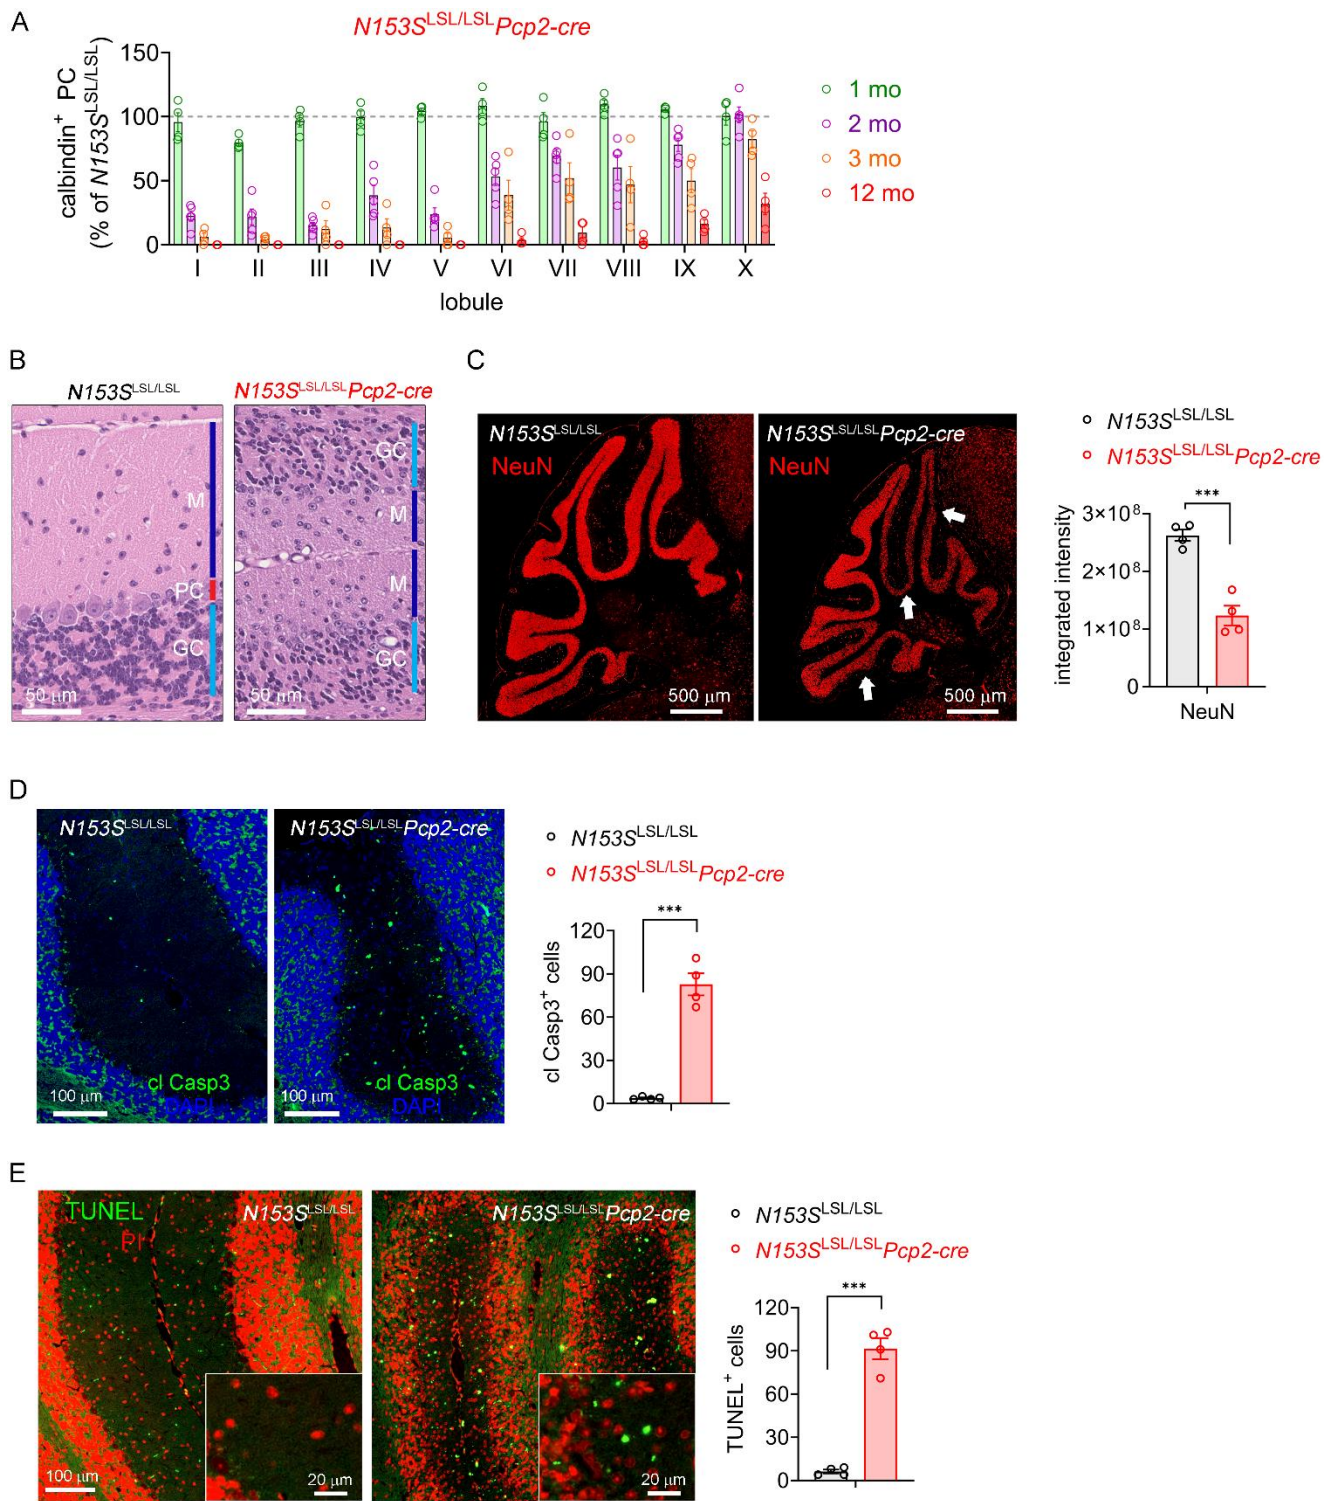

**Figure S3. Cerebellar degeneration of *N153S<sup>LSL/LSL</sup>Pcp2-cre* mice.**

(A) Quantification of calbindin+ Purkinje cells by lobules. The percentage of calbindin+ Purkinje cells in *N153S<sup>LSL/LSL</sup>Pcp2-cre* mice relative to *N153S<sup>LSL/LSL</sup>* controls in the corresponding lobules is shown. (B) Representative cerebellar H&E staining of 12-month-old *N153S<sup>LSL/LSL</sup>Pcp2-cre* and *N153S<sup>LSL/LSL</sup>* littermate mice. M, molecular layer, PC, Purkinje cell layer, GC, granule cell layer. (C) Representative

immunofluorescence images of granule cells (NeuN in red) in 12-month-old *N153S<sup>LSL/LSL</sup>Pcp2-cre* and *N153S<sup>LSL/LSL</sup>* mouse brain. Nuclei were stained with DAPI in blue. Quantification of NeuN integrated intensity in granule layer is shown on the right. Data are shown as mean  $\pm$  SEM (n=4 mice per genotype). Two-tailed unpaired t-test, \*\*\*  $p < 0.001$ . **(D)** Representative cleaved caspase 3 (cl Casp3, in green) immunostaining of 12-month-old *N153S<sup>LSL/LSL</sup>Pcp2-cre* and *N153S<sup>LSL/LSL</sup>* mouse brains. Nuclei were stained with DAPI in blue. Quantification of cl Casp3+ cells in cerebellar cortex per mid-sagittal section is shown on the right. Data are shown as mean  $\pm$  SEM (n=4 mice per genotype). Two-tailed unpaired t-test, \*\*\*  $p < 0.001$ . **(E)** Representative TUNEL (in green) staining of 12-month-old *N153S<sup>LSL/LSL</sup>Pcp2-cre* and *N153S<sup>LSL/LSL</sup>* mouse brain. Nuclei were stained with propidium iodide in red. Quantification of TUNEL+ cells in cerebellar cortex per mid-sagittal section is shown on the right. Data are shown as mean  $\pm$  SEM (n=4 mice per genotype). Two-tailed unpaired t-test, \*\*\*  $p < 0.001$ .

**(A)** Representative immunofluorescence images of microglia marker IBA1 (red) in 12-month-old *N153S<sup>LSL/LSL</sup>Pcp2-cre* and *N153S<sup>LSL/LSL</sup>* mouse brains. Nuclei were stained with DAPI in blue. Note: *N153S<sup>LSL/LSL</sup>Pcp2-cre* image is smaller because of cerebellar atrophy in brains of these mice. Quantification of IBA1 positive microglia in anterior, central, posterior and nodular lobes. Data are shown as mean  $\pm$  SEM (n=4 mice per genotype). ns, not significant by two-tailed unpaired *t*-test. **(B, C)** Representative immunofluorescence images of microglia activation marker CD68 (green) in 12-month-old *N153S<sup>LSL/LSL</sup>Pcp2-cre* and *N153S<sup>LSL/LSL</sup>* mouse brains. Nuclei were stained with DAPI in blue. Quantification of CD68 positive cells in cerebral cortex and hippocampus is shown in bar graphs. Data are shown as mean  $\pm$  SEM (n=4 mice per genotype). ns, not significant by two-tailed unpaired *t*-test.

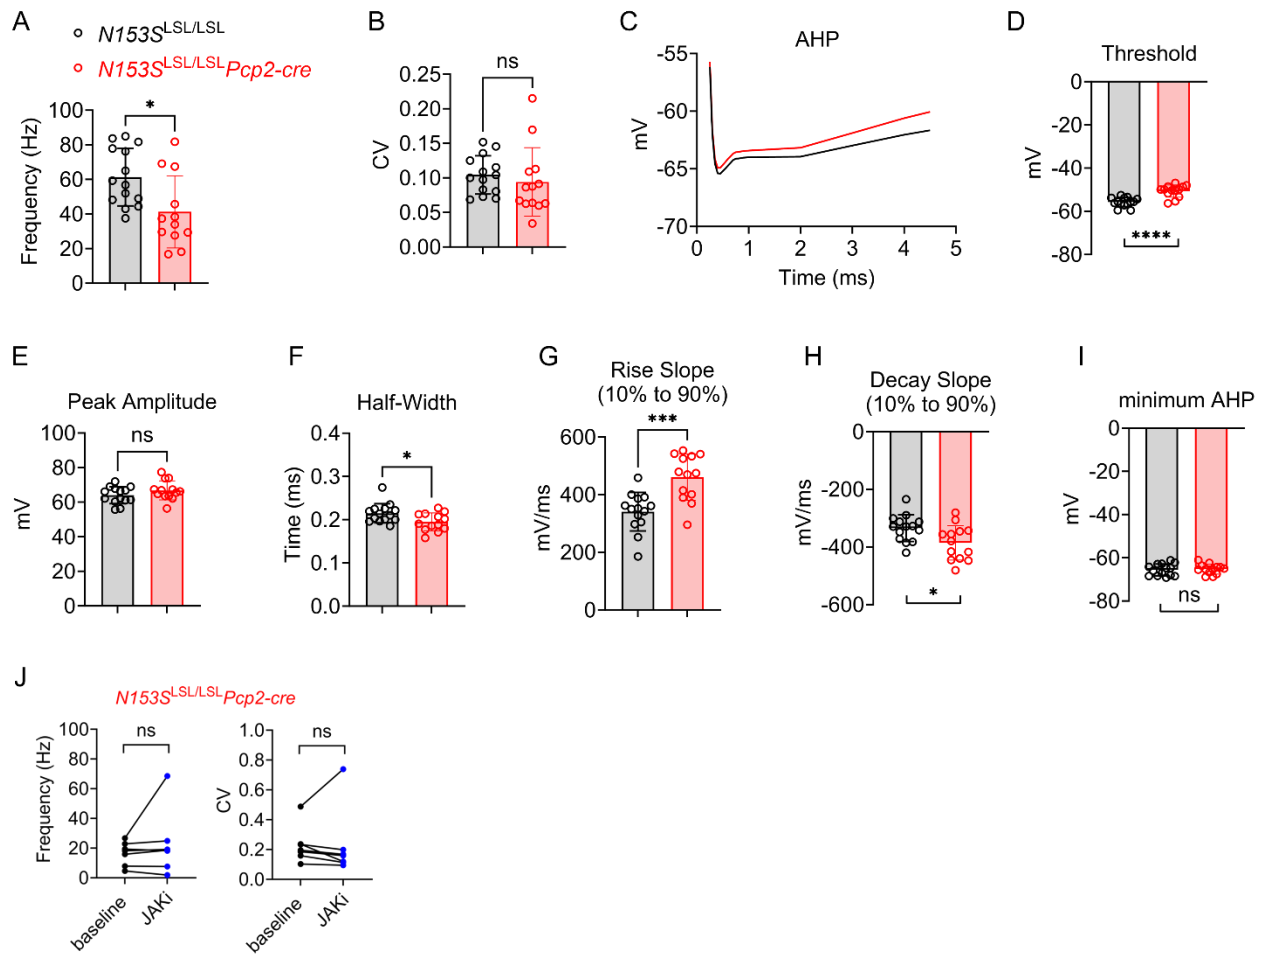

**Figure S5. Whole-cell electrophysiology of  $N153^{SL/LSL}Pcp2-cre$  Purkinje cells**

(A) Analysis of firing frequency of Purkinje cells in  $N153^{SL/LSL}$  (n=14 cells) and  $N153^{SL/LSL}Pcp2-cre$  (n=12 cells) mice recorded in patch-clamp whole-cell configuration using an unpaired t-test. (B) Analysis of the coefficient of variation of Purkinje cells in  $N153^{SL/LSL}$  (n=14 cells) and  $N153^{SL/LSL}Pcp2-cre$  (n=13 cells) mice recorded in patch-clamp whole-cell configuration using an unpaired t-test. (C) Average AHP trace starting from the peak of the action potential. (D) Threshold of action potentials in Purkinje cells in  $N153^{SL/LSL}$  (n=14 cells) and  $N153^{SL/LSL}Pcp2-cre$  (n=13 cells) mice recorded in patch-clamp whole-cell configuration using an unpaired t-test. (E) Analysis of the peak amplitude of action potentials in Purkinje cells in  $N153^{SL/LSL}$  (n=14 cells) and  $N153^{SL/LSL}Pcp2-cre$  (n=13 cells) mice using an unpaired t-test. (F) Analysis of the half-width of action potentials in Purkinje cells in  $N153^{SL/LSL}$  (n=14 cells) and  $N153^{SL/LSL}Pcp2-cre$  (n=13 cells) mice using an unpaired t-test. (G, H) Analysis of the rise and decay slopes of action potentials in Purkinje cells in  $N153^{SL/LSL}$  (n=14 cells) and  $N153^{SL/LSL}Pcp2-cre$  (n=13 cells) mice using an unpaired t-test. (I) Analysis of minimum AHP in Purkinje cells in  $N153^{SL/LSL}$  (n=14 cells) and  $N153^{SL/LSL}Pcp2-cre$  (n=13 cells) mice using an

unpaired t-test. \* $p < 0.05$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ , ns, not significant. (J) Firing frequency and coefficients of variation of  $N153S^{LSL/LSL}Pcp2\text{-}cre$  Purkinje cells ( $n=6$ ) treated with JAK inhibitor Ruxolitinib (JAKi, 20  $\mu\text{M}$ ) analyzed with a paired t-test.

How the deposited data were processed for this re-analysis (not part of the article)

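RNA sequencing of whole cerebellum was analysed in 6 mice at 2 months of age, 3 *N153S* LSL/LSL*Pcp2-cre* (Pcp2-cre) and 3 *N153S* LSL/LSL (control). Sample labels and the paper gave the genotype, and sex and replicate number came from the labels. The authors trimmed paired reads from poly A-enriched libraries, aligned them to GRCm39 with STAR and counted them with featureCounts and StringTie on the Gencode annotation. The versions of these tools, the Gencode release, the use of strand and the treatment of reads that map to several genes are not given in the paper's text. The authors deposited raw counts for 53746 genes and, separately, FPKM values for 55005 genes, which are not the counts divided by 1 length per gene. Replicates were not pooled. That featureCounts gave the count table was inferred from its whole values.

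Total counts per mouse lay between 6733178 and 10178218. The share of counts in the 10 most abundant genes was 2.7% to 3.04%, and the mitochondrial share was 2.37% to 2.66%. Replicate libraries differed by more than sampling noise, with a chi-square per gene of 1.37 to 3.18, so none was counted as a duplicate. *Xist* and 4 Y chromosome genes followed the sex labels. A floor of 3 counts was used as the limit of detection. A fold change against a group in which every mouse lay at or under it is given as a lower bound.

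The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalization, quasi-likelihood fit and test), which kept 16961 genes. Differentially expressed genes had a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in size, as in the paper. Gene lists were tested with limma 3.58.1 (camera with a preset correlation of 0.01, beside fry and camera with an estimated correlation), adjusted over 11 sets, and each list's value is its median log2 fold change. The lists were interferon-stimulated genes, reactive astrocyte, homeostatic and activated microglia, Purkinje cell, granule cell, oligodendrocyte and choroid plexus genes, and the chemokine ligand, ion channel and glutamate receptor families, which were picked by symbol. The symbols of the last 2 were matched by how they begin, so they include some antisense and interacting-protein genes. The choroid plexus list was written after the paper's Figure 5G had been seen. Genes of zebrin-negative and zebrin-positive Purkinje cells were compared by the difference of their mean log2 CPM. The deposited FPKM values were described per genotype and compared with exact permutation tests, and tested with limma after adding a pseudocount of 1 or 0.1 and taking log2.

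The genes named in the text are those the paper names or draws, *Sting1*, the 5 upregulated and 5 downregulated genes with the smallest p, the 3 in each direction with the largest change among genes whose groups do not overlap, and members of the lists. *Rnf207*, *Pet100* and *C4a* are named as neighbours or paralogs of such genes. Coordinates and exon overlaps came from Gencode M39, the same genome build, for 16874 of the tested genes. The symbol of 1 listed gene was matched through its identifier. Some single genes are not reported here. The lists, thresholds, designs and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, DESeq2 size factors, no filter on low counts, at least 10 counts in every mouse, a replicate block, sex or a choroid plexus score as a covariate, FPKM values, other fold-change thresholds, other set tests, and each mouse left out in turn.

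The scripts were tested on simulated counts drawn from the real means and library sizes. Of 200 genes with a known change 199 were called, and of 16761 unchanged genes 9 were called. The known changes were at least 1 in size on the log2 scale and placed in well-expressed genes only. The test therefore does not cover changes near the threshold of 0.5 or genes with low counts. A set of changed genes had a camera p of 7.94e-71 and a set of unchanged genes 0.584. Genes were simulated independently, so this does not cover correlation between genes of a set. The GO enrichment of the paper was not repeated because no GO annotation was used here. The RT-qPCR, histology, behavior and electrophysiology were not analysed here.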

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

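The tests of microglia, of carried-over choroid plexus tissue and of the share of Purkinje cell RNA given here were chosen only after the results were seen.

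*Sting1* transcript was higher in Pcp2-cre cerebella, which the paper does not report for these libraries. Its log2 fold change was 0.574, with an adjusted p of 3.59e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was higher in 3 of 3 Pcp2-cre mice. It stayed between 0.45 and 0.65 with single mice left out, and the lowest value came without Pcp2-cre mouse 1. *Sting1* is not among genes whose exons overlap, which argues against reads shared with a neighbour. A larger number of microglia may contribute. *Sting1* rose less than the mean of the homeostatic microglia genes in each Pcp2-cre mouse, by a mean of -0.33 on the log2 scale (SD 0.179, n = 3). A rise in microglia as large as that list's mean could account for it if the transcript came from microglia alone. The list's log2 fold changes ran from 0.06, for *Tmem119*, to 1.85, so the size of any rise in microglia is uncertain. The homeostatic genes could also have risen within each cell. The paper's count of IBA1-stained microglia (Figure S4A, no significant difference) is from mice of 12 months, so it leaves the number at 2 months open. The design gives a biological explanation as well, transcription from the allele once Cre has removed the stop cassette in Purkinje cells. That was not tested, because the counts do not separate mutant from normal transcripts or Purkinje cells from microglia.

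Oligodendrocyte genes were slightly higher in Pcp2-cre cerebella, in a cell type the paper does not examine. The median log2 fold change of 8 genes was 0.1883, all 8 were above 0 and 6 had an adjusted p of at most 0.05 in edgeR's quasi-likelihood test, none with a fold change past the threshold. *Mbp* (0.25, adjusted p 1.72e-05 in the same edgeR test) is an example. The set test depends on the correlation assumed, with an adjusted p of 1.36e-05 from camera and 0.136 with the correlation estimated from the data. A lower share of Purkinje cell RNA would raise the genes of the other cell types alike. The oligodendrocyte genes rose more than the granule cell genes, by 0.15 on the log2 scale (SD 0.0203, n = 3 Pcp2-cre mice), which argues against that as the whole cause. More white matter in the dissected tissue and a response of oligodendrocytes to the genotype both stay open and were not tested.

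As a list, choroid plexus genes differed in opposite directions in the sexes. The mean log2 difference between genotypes over 9 genes was -3.66 in males and 0.8901 in females. Single genes did not all follow it. *Clic6* was lower in the Pcp2-cre female as well, with 111 counts in control mouse 3 and 18 in Pcp2-cre mouse 3. The difference between the sexes was not tested and rests on 1 female per genotype. *Ttr*, the most abundant of these genes, had 5169, 6896 and 31 counts in control mice 1, 2 and 3 and 32, 59 and 415 counts in the Pcp2-cre mice. A candidate explanation is choroid plexus tissue carried into some of the dissected samples, control mice 1 and 2 above all. For the 7 listed genes that the paper does not draw in Figure 5G, the median SD within genotypes was 1.93 on the log2 scale. Random lists of the same expression had a median of 0.160, and 0 of 10000 reached that value. For 0 of these 7 genes did every control mouse lie above every Pcp2-cre mouse. That count rests on control mouse 3, so lower expression in Pcp2-cre mice cannot be told apart from dissection. Sex stays open too, untested.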

How the results depend on the processing

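DESeq2 run on all genes, the GC offsets, the fits of the zebrin comparison and of the interferon genes, and the whole-symbol ion channel and glutamate receptor lists were chosen after seeing the data. The replicate numbers did not pair the mice. Deviations of same-numbered mice had correlations of 0.0408, 0.0565 and 0.166, and a fit with the replicate block called 229 upregulated and 319 downregulated genes and changed none of the 80 results refitted with it.

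The number of genes called depended on the test. Against 233 upregulated and 304 downregulated genes, DESeq2's Wald test called 150 and 231, edgeR's likelihood ratio test 246 and 332, and its exact test 239 and 321. DESeq2's size factors gave 228 and 313, no filter on low counts 291 and 393, at least 10 counts in every mouse 160 and 285, sex as a covariate 247 and 329, and the choroid plexus score 190 and 237. Limma on FPKM called 126 and 155 with a pseudocount of 1 and 144 and 167 with 0.1. Without a fold-change threshold 507 and 805 genes were called, and at a log2 fold change of at least 1, 142 and 94. DESeq2 on all genes called 141 and 226 at its default alpha of 0.1, and 144 and 225 at 0.05. Leaving out a mouse gave 183 to 245 upregulated and 243 to 387 downregulated genes, the most downregulated without control mouse 3. The median log2 fold change of all genes was 0.02 or less in size in each of these fits. Without a filter on low counts edgeR gave an adjusted p of 0 for some genes, since its prior degrees of freedom were infinite for 100% of genes against 16.01 for the filtered genes. Those p-values take no account of the spread of single genes between mice.

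The astrocyte list, both microglial lists, the Purkinje cell list and the ISG list kept their direction and significance in every fit with camera and with fry. With the correlation estimated from the data 7 sets were no longer significant at unchanged medians of 0.3859 (ISG), -0.7139 (Purkinje cell), 0.1883 (oligodendrocyte), -3.594 (choroid plexus), 0.316 (chemokine), -0.02196 (ion channel) and -0.07306 (glutamate receptor), with adjusted p of 0.085, 0.0754, 0.136, 0.272, 0.136, 0.116 and 0.085. The choroid plexus list was not significant with fry either (0.118).

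Lists with small medians crossed the threshold more easily, and the cause was not tested. The granule cell list became significant with DESeq2 (median 0.05163, adjusted p 0.0356). The ion channel list lost significance with whole symbols (-0.02189, adjusted p 0.11), without the filter (-0.02731, adjusted p 0.0507), with the choroid plexus score (-0.02502, 0.0518) and without control mouse 1, and ranged from -0.03261 to -0.01412 with single mice left out, nearest 0 without Pcp2-cre mouse 2. The glutamate receptor list kept it with whole symbols (-0.04612). The granule cell median was 0.03 without control mouse 2 or Pcp2-cre mouse 3, and the chemokine median 0.56 and 0.58 without control mouse 2 or 3. With at least 10 counts in every mouse the chemokine family had a median of 0.1184 (0.0822), the microglia activation list 1.176, and 46 genes of Figure 5D were called, because this filter removes genes that are low in controls. At a log2 fold change of at least 1, 10 genes of Figure 5G were called. Adding the choroid plexus score removed the choroid plexus list by construction (0.07242). *Sting1* was not significant in limma on FPKM (0.4593 with a pseudocount of 1, adjusted p 0.365, and 0.4901 with 0.1, adjusted p 0.379, with a range of 2.09e-09 to 0.379 over its alternatives). The zebrin comparison ranged from -0.45 to -0.24 with single mice left out, and was -0.2332 on log2(FPKM + 1) (exact permutation p 0.2) and -0.3295 on log2(FPKM + 0.1) (0.1).

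Of 1062 fits of 63 other named genes, 1039 were the same, 16 weaker, 1 stronger and 6 reversed. The reversed values were close to 0. *Il18* had 0.005578 and 0.005674 in limma on FPKM. Without single mice, *Ifi27* ranged from -0.121 to 0.1375, *Il17d* from -0.03631 to 0.1098 and *Tmem119* from -0.01387 to 0.1236.

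Depth limits the low genes. Of the genes in Figure 5D, 5 lay under the filter on low counts, and interferon genes lay under the floor of 3 counts.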

Differences from the paper's values

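No test given here was chosen only after the result was seen, apart from DESeq2 on all genes and the GC offsets.

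The paper reports 149 upregulated genes and 233 were called here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were DESeq2's Wald test (150), at least 10 counts in every mouse (160), the choroid plexus score as a covariate (190), limma on FPKM (126 and 144), a log2 fold change of at least 1 (142), and the fits without control mouse 1 (196) or without Pcp2-cre mouse 1, 2 or 3 (211, 183 and 185). Those that were not were edgeR's likelihood ratio test (246) and exact test (239), DESeq2's size factors (228), no filter (291), the replicate block (229), sex as a covariate (247), no fold-change threshold (507), and the fits without control mouse 2 (224) or 3 (245). DESeq2 on all genes gave 141 and 144, and was chosen after seeing the values, as were GC offsets, which gave 225, and 231 with the block. For downregulated genes the paper reports 232, against 304 here and 231 with DESeq2's Wald test. That test was thus the closest of the alternatives in both directions. The paper names edgeR and DESeq without saying which gave its counts.

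The volcano plot places *Gfap* at a -log10 adjusted p of about 230 in Fig. 5A, read by eye, against 14.4 here from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's Wald test (223.9), edgeR's likelihood ratio test (176.7) and its exact test (182.2) lay within 1.5 times of it. The others set before the data were examined gave 3.40 to 19.8 and did not, and the fit with no filter gave an adjusted p of 0, which has no logarithm. DESeq2 on all genes, chosen after seeing the values, gave 225.1. With GC offsets, chosen likewise, it was 14.8, and 15.7 with the block.

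The paper draws *Cd86*, *Ccl4*, *Ch25h*, *Samsn1* and *Cd22* in Figure 5D and *Kcne2* in Figure 5G as differentially expressed. None of these passed edgeR's filter on low counts. All 6 were called with no filter. *Cd86* and *Ccl4* were also called by DESeq2 on all genes and in the fits without each control mouse, and without Pcp2-cre mouse 1 for *Cd86* and mouse 2 for *Ccl4*. *Ch25h* and *Samsn1* were called in the fits without each control mouse, and without Pcp2-cre mouse 2 for *Ch25h* and mouse 1 for *Samsn1*. *Kcne2* was called without control mouse 3, without Pcp2-cre mouse 1 or 3, and by DESeq2 on all genes.

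The paper marks *Tmem119* as higher in Figure 5F. In the counts its log2 fold change was 0.06 with an adjusted p of 0.922 from edgeR's quasi-likelihood test, and no fit called it. *Vim* (0.41) and *Pcp2* (-0.40), also marked there, had an adjusted p of at most 0.05 and fell short of the fold-change threshold only. They were called when that threshold was dropped. The paper states that ISGs did not increase. The 34 ISGs tested here had a median log2 fold change of 0.39 (adjusted p 1.70e-07 from camera, 0.085 with an estimated correlation). The legend gives the error bars as SEM. The control bar of *Clic6* ends at about 14 in Fig. 5J and the Pcp2-cre bar of *Isg15* at about 2.3 in Fig. 5E, both read by eye. Here mean plus SD was 14.4 and 2.33 FPKM, and mean plus SEM 12.4 and 2.04 FPKM.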

Other observations

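The tests of expression level, microglia, unequal Purkinje cell loss and ion transport genes, and the splits of the lists, *Sting1* and the genes of Figures 5D and 5G, were chosen only after the results were seen.

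With 3 mice against 3 there are 10 splits of the 6 mice, so no share under 0.1 is possible and chance cannot be excluded by regrouping alone. The real split was the only 1 of the 10 that gave values as large for the upregulated and downregulated genes, the genes of Figures 5D and 5G called, *Sting1*, and the ISG, astrocyte, microglial, Purkinje cell, oligodendrocyte, choroid plexus and chemokine lists. For the granule cell list 2 of the 10 splits were as large, for the glutamate receptor list 2 of the 10, and for the ion channel list 3 of the 10. GC content is unlikely to produce the calls as a whole, since 98.5% of them (529 of 537) were kept with GC offsets per library.

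The ISGs rose as a list without passing the threshold as single genes, apart from *Bst2*. A median log2 fold change of 0.39 was reached by 0 of 10000 random lists of the same mean expression, whose median was 0.0171, which argues against low expression as the cause. A larger number of microglia may contribute. The ISG list rose less than the homeostatic microglia list, by a mean of -0.57 (SD 0.170, n = 3 Pcp2-cre mice). Any smaller rise would give this result, and the share of ISG transcripts from microglia was not tested. The comparison therefore cannot show that microglia are enough. The paper reports no significant difference in the number of IBA1-stained microglia (Figure S4A), but in mice of 12 months, and the lists do not tell cell number from expression per cell. A weak interferon response in any cell type also stays open, and whole tissue does not separate it from a change in cell number.

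The microglial genes did not rise alike. Activation genes rose more than homeostatic genes by 1.39 on the log2 scale (SD 0.0625, n = 3 Pcp2-cre mice), which argues against more microglia with the same expression per cell as the whole cause. The values suggest a change of state in these cells, a hypothesis found and examined on the same data. Entry of blood-derived cells was not tested.

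Purkinje cell genes fell by unequal amounts. The 10 log2 fold changes ran from -0.40 to -0.96, and their Q statistic was 85.15 on 9 degrees of freedom, a ratio of 9.46, far above the value near 1 that equal falls would give. Equal loss of all Purkinje cell transcripts is therefore unlikely to be the whole cause. Expression in other cells and lower expression in surviving Purkinje cells stay open. The genes of Figures 5H to 5J other than *Clic6* fell further than the Purkinje cell list, by -0.23 on the log2 scale (SD 0.0342, n = 3). Because the paper chose those genes from these libraries as changed, fewer Purkinje cells and lower expression per cell cannot be told apart.

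The paper describes loss of Purkinje cells that differs along the cerebellum, and zebrin marks bands of Purkinje cells. Genes of zebrin-negative cells (3 tested) were lower relative to genes of zebrin-positive cells (4 tested) by -0.34 on the log2 scale in Pcp2-cre mice. The two-sided exact permutation test over 20 assignments gave p = 0.10, the smallest p this design allows, with all 3 Pcp2-cre mice below all 3 controls. On log2(FPKM + 1) the difference was -0.23 and the genotypes overlapped (exact permutation p = 0.20), while on log2(FPKM + 0.1) it was -0.33 with no overlap (exact permutation p = 0.10). Earlier loss of zebrin-negative cells could give this difference, and with 3 mice per genotype it cannot be told apart from chance. *Aldoc*, a zebrin-positive gene, is also expressed in astrocytes, and the list of reactive astrocyte genes rose here.

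The choroid plexus score changed which genes were called. It was 5.08, 5.51 and 1.77 in control mice 1, 2 and 3 and 1.47, 1.80 and 2.66 in the Pcp2-cre mice. The score thus partly followed genotype, so a lost call does not by itself show carried-over tissue. Of 304 downregulated genes 215 were also called with it, and of 233 upregulated genes 160. For *Slc4a5*, which is itself part of the score, the log2 fold change went from -2.93 to 0.00 (adjusted p 0.997 from edgeR's quasi-likelihood test). *Slc12a8* and *Kcnh7* changed less. *Slc12a8* went from -0.86 to -0.80 (adjusted p 0.0551) and *Kcnh7* from -0.58 to -0.47 (adjusted p 0.184) in the same test.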
